# Natural Phenylethanoid Supplementation Alleviates Metabolic Syndrome in Female Mice Induced by High-Fructose Diet

**DOI:** 10.3389/fphar.2022.850777

**Published:** 2022-07-19

**Authors:** Xiujun Zhan, Mingshuai He, Jierong Pei, Wenjing Fan, Charity Ngina Mwangi, Peng Zhang, Xin Chai, Miaomiao Jiang

**Keywords:** salidroside, fructose, gut microbiota, metabolic syndrome, hepatic protection

## Abstract

Tyrosol (T), hydroxytyrosol (H), and salidroside (S) are typical phenylethanoids and also powerful dietary antioxidants. This study aimed at evaluating the influence of three natural phenylethanoids, which are dietary phenylethanoids of natural origins, on reversing gut dysbiosis and attenuating nonalcoholic fatty liver features of the liver induced by metabolic syndrome (MetS) mice. C57BL/6J female mice induced with high-fructose diet were established and administrated with salidroside, tyrosol, and hydroxytyrosol for 12 weeks, respectively. Biochemical analysis showed that S, T, and H significantly improved glucose metabolism and lipid metabolism, including reduced levels of total cholesterol insulin (INS), uric acid, low-density lipoprotein cholesterol (LDL-C), and aspartate aminotransferase (ALT). Histopathological observation of the liver confirmed the protective effects of S, T, and H against hepatic steatosis, which were demonstrated by the results of metabolomic analysis, such as the improvement in glycolysis, purine metabolism, bile acid, fatty acid metabolism, and choline metabolism. Additionally, 16S rRNA gene sequence data revealed that S, T, and H could enhance the diversity of gut microbiota. These findings suggested that S, T, and H probably suppress lipid accumulation and have hepatoprotective effects and improve intestinal microflora disorders to attenuate metabolic syndromes.

## Introduction

Metabolic syndrome (MetS) is a group of metabolic risk factors, including obesity, insulin resistance, dyslipidemia, hypertension, and hyperuricemia (Huang, 2009). The prevalence of MetS is growing at an alarming rate worldwide in recent years, and it has now become a truly global problem (Saklayen, 2018). Research has shown that high consumption of large amounts of saturated fat and carbohydrates has been considered the main predisposing factor to MetS (Hannou et al., 2018). Fructose is closely related to people’s lives. It not only exists in some vegetables, fruits, and honey but is also widely added to processed foods and beverages. Supplementing some beneficial dietary ingredients to ameliorate the effects of fructose may be an effective strategy for the prevention of MetS (Pan and Kong, 2018).

Tyrosol (T), hydroxytyrosol (H), and salidroside (S) are not only typical phenylethanoids but also one of the strongest dietary antioxidants. They are found in plants such as olive, green tea, *Ligustrum lucidum* W.T.Aiton [Oleaceae], *Rhodiola crenulata* (Hook.f. & Thomson) H. Ohba [Crassulaceae], and both red and white wines. Studies have confirmed that they display a range of pharmacological properties, including anti-inflammatory, anti-tumor, anti-hypoxia, hepatoprotective, and antioxidant activities (Kalaiselvan et al., 2016; Chen et al., 2019; Markovic et al., 2019; Bertelli et al., 2020; Yu et al., 2020; Zhang et al., 2020; Zhang et al., 2021; Li et al., 2022). These have been attributed to increased attention to the interest in dietary tyrosol, hydroxytyrosol, or salidroside. The European Food Safety Authority (EFSA) has greatly emphasized the effect of tyrosol and its derivates, such as the effect of hydroxytyrosol to protect low-density lipoproteins (LDLs) from oxidation and pointed out that the dietary ingestion of 5 mg is enough to obtain the benefits (Efsa, 2011). Hydroxytyrosol has an ortho-diphenolic structure and high antioxidant activity (Balducci et al., 2018). Analogously, hydroxytyrosol, extracted from olive leaves and oil, has been proved to prevent MetS onset by preserving the glycemic index, reducing triglyceride (TG) levels, and preventing LDL oxidation and inflammation (Jemai et al., 2008). Salidroside, a glucoside of tyrosol, is one of the main active ingredients of the medicinal herb, *Rhodiola crenulata* (Hook. f. & Thomson) H. Ohba (Chen et al., 2008). Moreover, salidroside exhibits various biological activities and is used for the prophylaxis and therapeutics of many diseases, including non-alcoholic fatty liver disease (NAFLD), type 2 diabetes, and cardiovascular diseases (Zheng et al., 2018; Bai et al., 2019; Pu et al., 2020).

It is well established that the liver is the primary site of dietary fructose metabolism. Interestingly, a recent study using isotope tracing and mass spectrometry found that most dietary fructose is metabolized by the small intestine (Jang et al., 2018). Only when the intake of fructose overwhelms intestinal fructose absorption and clearance, the excess fructose spills over to the liver and microbiota (Ferraris et al., 2018). Pharmacokinetics and bioavailability showed that when evaluating the bioavailability of tyrosol, hydroxytyrosol, or salidroside, the efficiency of intestinal absorption is not the only factor to be considered. We also need to take into account the enterohepatic circulation (Miro-Casas et al., 2003; Aleman-Jimenez et al., 2021). Therefore, in our study, we paid more attention to tyrosol, hydroxytyrosol, and salidroside influences on intestinal–hepatic metabolism. We provided salidroside, hydroxytyrosol, and tyrosol to female mice and fed an HFru diet to determine whether salidroside, hydroxytyrosol, or tyrosol intervention could recover liver injury and modulate the gut microbiota in HFru diet-induced female mice.

## Materials and Methods

### Chemicals and Materials

In total, 60 female C57BL/6J mice (6 weeks, 18–19 g) were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China). The normal diet (ND) was purchased from Xiao Shu Youtai (Beijing, China) Biological Technology Co., Ltd., and the high-fructose diet (HFru) was obtained from Tianjin Aoyide Experimental Products Co., Ltd. (Tianjin, China).

Tyrosol (purity ≥98%, S31415) and pioglitazone (purity≥98%, B21435) were purchased from Shanghai Yuanye Biological Technology Co., Ltd. (Shanghai, China). Salidroside (purity ≥98%) and hydroxytyrosol (purity ≥98%) were obtained from Sichuan Victory Biological Technology Co., Ltd. (Sichuan, China). Deuterium oxide (D_2_O, 99.9% atom %D) and 3-(trimethylsilyl)-propionic-2,2,3,3-d_4_ acid sodium salt (TSP-d_4_, 98% atom %D) were purchased from Cambridge Isotope Laboratories (Cambridge, FL, United States). Methanol was purchased from Sigma-Aldrich (St. Louis, MO, United States).

### Dietary Intervention Study of Mice

All the animals were maintained at a controlled temperature (23 ± 2°C) with a 12 h light/dark period and acclimated with *ad libitum* access to a standard chow diet and water for 1 week. They were randomly and equally divided into six groups, including the control group (fed with ND diet; i.g. homologous saline per day), model group (fed with HFru diet; i.g. homologous saline per day), positive group (fed with HFru diet; i.g. 6.00 mg/kg dosage of pioglitazone), salidroside group (fed with HFru diet; i.g. 50 mg/kg dosage of salidroside), tyrosol group (fed with HFru diet; i.g. 23 mg/kg dosage of tyrosol), and hydroxytyrosol group (fed with HFru diet; i.g. 26 mg/kg dosage of hydroxytyrosol). The feeding cycle lasted for 8 weeks. The dose of salidroside was determined according to the previous animal experimental results of the research group (Song et al., 2021). Tyrosol and hydroxytyrosol were calculated based on the molar conversion with salidroside. The compositions of HFru were fructose (60%), casein (20.7%), cellulose (8%), lard (5%), minerals (0.5%), vitamins (0.1%), DL-methionine (0.03%), and food coloring. *All animal procedures and testing were performed according to the Laboratory Animals Center at the Institute of Radiation Medicine Chinese Academy of Medical Sciences, Tianjin, China.*

The body weight was measured every week. At the end of treatment, the animals were kept in an empty cage without bedding to gather fresh stool samples into sterile tubes, and they were snap-frozen in liquid nitrogen. All animals were fasted overnight before being euthanized. The tail cutting method was used to determine the level of fasted blood glucose. Blood was collected by plucking the eyeballs and then centrifuged to yield serum samples. Liver samples, dissected from the thoracic and abdominal cavities, were immersed immediately in liquid nitrogen and stored at −80°C for further analysis. *The study was approved by the Animal Ethics Committee of the Institute of Radiation Medicine Chinese Academy of Medical Sciences (Tianjin, China, Approval No: IRM-DWLL-2020127).*

### Serum and Liver Biochemistry

The obtained mouse blood was centrifuged at 4000 rpm for 10 min, and the supernatant was collected. The serum levels of total cholesterol (TC), triglyceride (TG), low-density lipoprotein-cholesterol (LDL-C), high-density lipoprotein-cholesterol (HDL-C), alanine aminotransferase (ALT), and glucose (GLU) of the mice were determined by commercial kits on a biochemical automatic analyzer (Hitachi, Japan, 7020). The levels of serum uric acid (UA) and insulin (INS) were measured in strict accordance with the kit instructions.

The liver tissue levels of alanine aminotransferase (ALT), xanthine oxidase (XOD), tumor necrosis factor-α (TNF-α), total bile acid (TBA), farnesoid X receptor (FXR), and monooxygenase-3 (FMO3) were determined in accordance with kit instructions.

### Hepatic Histopathological Examination

Fresh liver samples were fixed in 10% para formaldehyde, embedded in paraffin, sectioned into 5 μm thickness, and stained with hematoxylin/eosin (H&E). The sliced sections were observed using a Nikon Ci-L microscope (Japan) and analyzed using the HMIAS-2000 high-resolution digital microscope image analysis system.

### Hepatic Metabolomic Profiling

The 100 mg liver tissue was homogenized by 800 μL of pre-cold CH_3_OH/H_2_O (2:1) on ice. The extractive solution was vortexed for 30 s and centrifuged at 12,000 r and 4°C for 10 min. The supernatant of 800 μL in a new tube was dried under nitrogen, and 600 μL of phosphate-buffered saline (pH 7.4) containing 0.01% sodium 3-trimethysilyl [2,2,3,3-d4] propionate (TSP-d4) was added. The solution was vortexed and centrifuged again. The amount of 500 μL supernatant was pipetted and transferred into a 5-mm NMR tube. The NMR tube was stored at 4°C for the test.

^1^H-NMR spectra were recorded at 300 K on a Bruker Avance III 600 MHz spectrometer, operating at 600.13 MHz for proton, equipped with a cryogenic probe (Bruker, Biospin, Germany). A CPMG (Carr–Purcell–Meiboom–Gill) pulse train was adopted and scanned 64 times (NS) with a 90° pulse width (P1) of 14.09 μs, acquisition time (AQ) of 3.41 s, a relaxation delay time of (D1) of 5 s, spectral width (SWH) of 9615 Hz, and receiving gain of 188 and a sampling data point of 65,536.

The NMR original data were processed by MestReNova 12.0.1 software (Mestrelab S.L., Spain). The process was carried out by phase correction and baseline correction before the methyl resonance of TSP-d4 was referenced to δ 0.00 ppm. The 1H NMR spectra from δ 0.7–9.0 ppm were bucketed into bins with an integral step of 0.001 ppm. The normalized integrity data were imported into SIMCA (version 14.1, Sweden) to perform partial least squares discriminant analysis (PLS-DA). Differential metabolites were screened by variable importance in the project (VIP) > 1 and *t*-test (*p* < 0.05). An FDR-adjusted *p*-value, which was obtained by a *t*-test performed in MetaboAnalyst 5.0, was used in the study. In addition, the determination of trimethylamine N-oxide (TMAO) and betaine in liver samples referred to a reported article (He et al., 2021).

### Bioinformatic Gut Microbiota Analyses

Total DNA for gut microbiota analysis was extracted from approximately 100 mg of feces. To generate representative complete sequences, the raw tags were improved and managed using FLASH software (Version 1.2.11, United States). We accepted the Quantitative Insights into Microbial Ecology (QIIME) (Version 1.7.0) quality control process to obtain clean tags. Subsequently, the clean tags, in comparison with the reference database using the UCHIME algorithm (UCHIME Algorithm), were used to remove the chimera sequences to obtain effective tags. The effective tags were determined quantitatively and analyzed using the Quanti-Fluorimeter and the Hiseq2500 system (Illumina, Inc., San Diego, CA, United States). Sequences with ≥97% similarity were assigned to the same operational taxonomic units (OTUs). QIIME software displayed was used to calculate the alpha diversity index, including Chao1, Shannon, Simpson, ACE, and beta diversity index (principal component analysis (PCA)) and non-metric multidimensional scaling (NMDS). The linear discriminant analysis (LDA) and LDA effect size (LEfSe) methods were applied to analyze the metagenomic biomarker among groups (Galaxy Online Analysis Platform, http://huttenhower.sph.harvard.edu/galaxy/), and the selected differences were sorted by linear discriminant analysis (LDA) > 4.0.

### Statistical Analysis

The obtained data were analyzed by GraphPad Prism 9.0 (San Diego, CA, United States) and expressed as mean ± SD. One-way analysis of variance (ANOVA) with the Dunnett test was employed to evaluate the significance of differences among animal groups.

Differences were considered statistically significant at *p* < 0.05. Partial least squares discriminant analysis (PLS-DA) was performed on SIMCA 14.1 (Sweden).

A value of *P or ^#^ *p* < 0.05, **P or ^##^ *p* < 0.01, and ***P or ^###^ *p* < 0.001 was considered a statistically significant difference for all analyses.

## Results

### Effect on Body Weight, Fasting Blood Glucose, and Serum Biochemical Indicators in Mice

MetS is a combination of a series of clinical risk factors, including elevated blood pressure, obesity, high TG, and high blood glucose levels. Tables 1, 2; Supplementary Figure S1A indicated that the control group mice had the lowest ALT, TC, TG, LDL-C, HDL-C, UA, GLU, FBG, and INS serum levels, and the model group mice had the highest ALT, TC, TG, LDL-C, HDL-C, UA, GLU, FBG, and INS levels (*p* < 0.05). After the administration of salidroside, tyrosol, or hydroxytyrosol, the levels of ALT, TG, LDL-C, UA, GLU, FBG, and INS in metabolic syndrome mice significantly decreased (*p* < 0.05), while the level of TC only showed a downward trend. It was worth noting that the change in the HDL-C level was different from that reported in the literature. Although pioglitazone or different extracts had no obvious effect on the improvement of body weight, body weight had a down tendency in the medicated administration group, especially in the salidroside group. In a comprehensive comparison, the effect of the salidroside group was stronger than that of the tyrosol or hydroxytyrosol group.

**TABLE 1:** Body weight, fasting blood glucose, and serum metabolic parameters in mice.

Group	C	M	P	S	T	H
FBG (mmol/L)	7.15 ± 1.57	9.84 ± 2.04**	6.85 ± 2.00^##^	6.46 ± 1.64^###^	6.05 ± 1.35^###^	6.36 ± 1.42^###^
Final weight (g)	21.20 ± 1.08	22.18 ± 1.29	21.20 ± 0.80	22.36 ± 1.40	21.31 ± 1.23	20.95 ± 1.69
TG (mmol/L)	0.94 ± 0.24	1.27 ± 0.31*	0.93 ± 0.15^##^	0.82 ± 0.23^###^	0.69 ± 0.16^###^	0.78 ± 0.20^###^
TC (mmol/L)	2.57 ± 0.41	3.56 ± 0.49*	3.19 ± 0.44	3.32 ± 0.39	3.49 ± 0.34	3.39 ± 0.25
HDL-C (mmol/L)	1.14 ± 0.16	1.48 ± 0.19***	1.19 ± 0.16^##^	1.27 ± 0.17^#^	1.29 ± 0.12	1.27 ± 0.12^#^
LDL-C (mmol/L)	0.24 ± 0.02	0.41 ± 0.07***	0.25 ± 0.05^###^	0.32 ± 0.04^##^	0.33 ± 0.05^#^	0.32 ± 0.08^#^
ALT (U/L)	36.50 ± 7.11	47.67 ± 8.53*	34.10 ± 8.63^###^	31.67 ± 3.50^###^	37.22 ± 5.52^#^	38.22 ± 8.44^#^
GLU (mmol/L)	4.81 ± 0.75	6.67 ± 1.41*	4.56 ± 0.97^##^	3.53 ± 1.47^###^	4.29 ± 1.67^##^	4.23 ± 1.32^##^
UA (mmol/L)	106.40 ± 14.26	145.20 ± 18.52***	111.90 ± 15.40^###^	107.40 ± 22.78^###^	112.60 ± 14.58^###^	111.00 ± 13.85^###^
INS (mIU/L)	1.82 ± 0.65	5.12 ± 0.57***	1.99 ± 0.76^###^	2.60 ± 0.65^###^	1.44 ± 0.28^###^	1.48 ± 0.68^###^

Values presented are the mean ± standard deviation (N ≥ 8/group). *p < 0.05, **p < 0.01, ***p < 0.001, vs. C; ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001 vs. M. P: mice treated with pioglitazone (6.00 mg/kg); S: mice treated with salidroside (50 mg/kg); T: mice treated with tyrosol (23 mg/kg); H: mice treated with hydroxytyrosol (26 mg/kg). FBG: fasting blood glucose; ALT: alanine aminotransferase; TC: total cholesterol; TG: triglyceride; HDL-C: high-density lipoprotein cholesterol; LDL-C: low-density lipoprotein cholesterol; GLU: glucose; UA: uric acid; INS: insulin.

**TABLE 2:** Effect of three phenylethanoids on hepatic metabolic parameters in mice.

Groups	C	M	P	S	T	H
ALT (U/L)	26.20 ± 5.33	33.30 ± 3.20**	27.70 ± 4.47^#^	27.80 ± 4.52^#^	27.90 ± 4.28^#^	28.20 ± 4.02^#^
XOD (U)	17.10 ± 4.48	24.30 ± 2.58***	17.90 ± 4.18^##^	18.10 ± 4.01^##^	18.00 ± 3.50^##^	18.50 ± 3.50^##^
TNF-α (pg/ml)	878.90 ± 38.19	1318.00 ± 83.51***	777.60 ± 141.70^###^	773.70 ± 99.79^###^	790.40 ± 157.70^###^	847.60 ± 125.20^###^
TBA (μmol/L)	0.16 ± 0.05	0.15 ± 0.04***	0.16 ± 0.05^##^	0.16 ± 0.05^##^	0.16 ± 0.05^##^	0.16 ± 0.05^#^
FXR (ng/ml)	5.26 ± 0.44	4.18 ± 0.74*	5.32 ± 0.29^#^	5.48 ± 0.86^#^	5.30 ± 1.14^#^	5.24 ± 0.90^#^
FMO3 (U)	17.88 ± 1.88	20.83 ± 1.84*	16.53 ± 2.64^###^	13.32 ± 1.37^###^	14.57 ± 2.46^###^	13.63 ± 1.64^###^

Values presented are the mean ± standard deviation (N ≥ 8/group). *p < 0.05, **p < 0.01, ***p < 0.001, vs. C; ^#^ *p* < 0.05, ^##^ *p* < 0.01, ^###^ *p* < 0.001 vs. M. P: mice treated with pioglitazone (6.00 mg/kg); S: mice treated with salidroside (50 mg/kg); T: mice treated with tyrosol (23 mg/kg); H: mice treated with hydroxytyrosol (26 mg/kg). ALT: alanine aminotransferase; XOD: xanthine oxidase; TNF-α: tumor necrosis factor-α; TBA: total bile acid; FXR: farnesoid X receptor; FMO3: flavin monooxygenase 3.

### Effect on Hepatic Biochemical Indicators

Table 1; Supplementary Figure S1B depicted that the levels of ALT, XOD, TNF-α, and FMO_3_ in the serum of healthy mice were the lowest, while TBA and FXR levels were the highest. Mice in the model group showed a contrary trend. The serum levels of ALT, XOD, TNF-α, and FMO_3_ were the highest, and the TBA and FXR levels were the lowest in the model group. After the administration of salidroside, tyrosol, and hydroxytyrosol to the respective groups, the levels of ALT, XOD, TNF-α, and FMO_3_ in metabolic syndrome mice markedly decreased, while the levels of TBA and FXR significantly increased (*p* < 0.05). The salidroside group had the strongest action to improve these indicators, which was significantly stronger than the tyrosol or hydroxytyrosol group.

### Effect on Liver Histopathology

The liver pathological sections of mice in each group were observed under a 200x and 400x high power microscope (Figure 1). In normal chow-fed mice, hepatic cords were radially arranged around a central vein. Also, the portal canal area had no inflammatory cell infiltration. However, the accumulation of round and tense vacuoles in the hepatocyte cytoplasm could be observed in the liver tissue of model mice, and the lipid droplets increased obviously, and the inflammatory cells infiltrated significantly. These undesirable conditions were attenuated by salidroside, tyrosol, or hydroxytyrosol treatment, especially the salidroside group that had stronger inhibitory effects on liver lesions and regulated the MetS better than the tyrosol and hydroxytyrosol groups.

**FIGURE 1:**
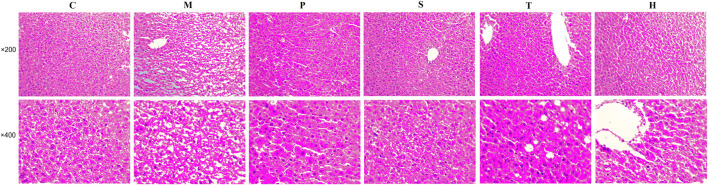
After treatment with salidroside, tyrosol, and hydroxytyrosol for 12 weeks, liver tissues were stained with H&E staining (×200 and ×400). C: control; M: model; P: pioglitazone; S: salidroside; T: tyrosol; H: hydroxytyrosol.

### Metabonomic Changes in Liver and Differential Metabolite Analysis

The changes of metabolites in the liver were determined to assess the effect of salidroside, tyrosol, and hydroxytyrosol. Supplementary Figure S2; Supplementary Table S1 showed the signal attribution of typical ^1^H-NMR spectra of liver tissue extracts of six groups of mice. According to the literature, public databases (The Human Metabolome Database, HMDB), and the two-dimensional spectrum, a total of 52 metabolites were identified, mainly including amino acids, organic acids, alkaloids, sugars, and nucleotides. To investigate the differences in metabolic profiling between different groups, the PLS-DA model and permutation test were performed and are shown in Supplementary Figure S3; Supplementary Table S2x. VIP >1 and *p* < 0.05 were chosen as screening criteria to screen the differential metabolites (Supplementary Tables S3–7). A total of 29 differential metabolites were identified between the control group and model group, which were 3-hydroxybutyrate, leucine, lactate, threonine, alanine, proline, *O*-acetylcarnitine, succinate, trimethylamine, glutathione, glutamine, creatine, creatinine, choline, phosphorylcholine, glycerophosphocholine (GPC), taurine, trimethylamine-*N*-oxide (TMAO), glycerol, glycine, *N*-phosphocreatine, threonate, inosine, glucose, serine, anserine, xanthine, oxypurinol, and niacinamide. It was observed that HFru mice clearly distinguished from chow-fed mice, and we suggested that certain metabolic disorders had occurred in the model group.

There were 11 shared metabolites between C vs*.* M, S vs*.* M, T vs*.* M, and H vs*.* M found by Venny analysis (http://www.ehbio.com/test/venn/#/), including 3-hydroxybutyrate, lactate, alanine, trimethylamine, choline, phosphorylcholine, GPC, taurine, TMAO, inosine, and glucose (Figure 2). Also, the changes of other differential metabolites are shown in Supplementary Figure S4. By the intervention of salidroside, tyrosol, and hydroxytyrosol, 26, 19, and 18 differential metabolites could be regulated back, respectively. The results suggested that the three natural phenylethanoids could significantly suppress the increased hepatic absolute content of TMAO (*p* < 0.01, *p* < 0.001), while only the salidroside group caused a significant reduction in betaine absolute content (*p* < 0.01). The results showed that the salidroside group had better improving metabolism abnormalities than the tyrosol and hydroxytyrosol groups.

**FIGURE 2:**
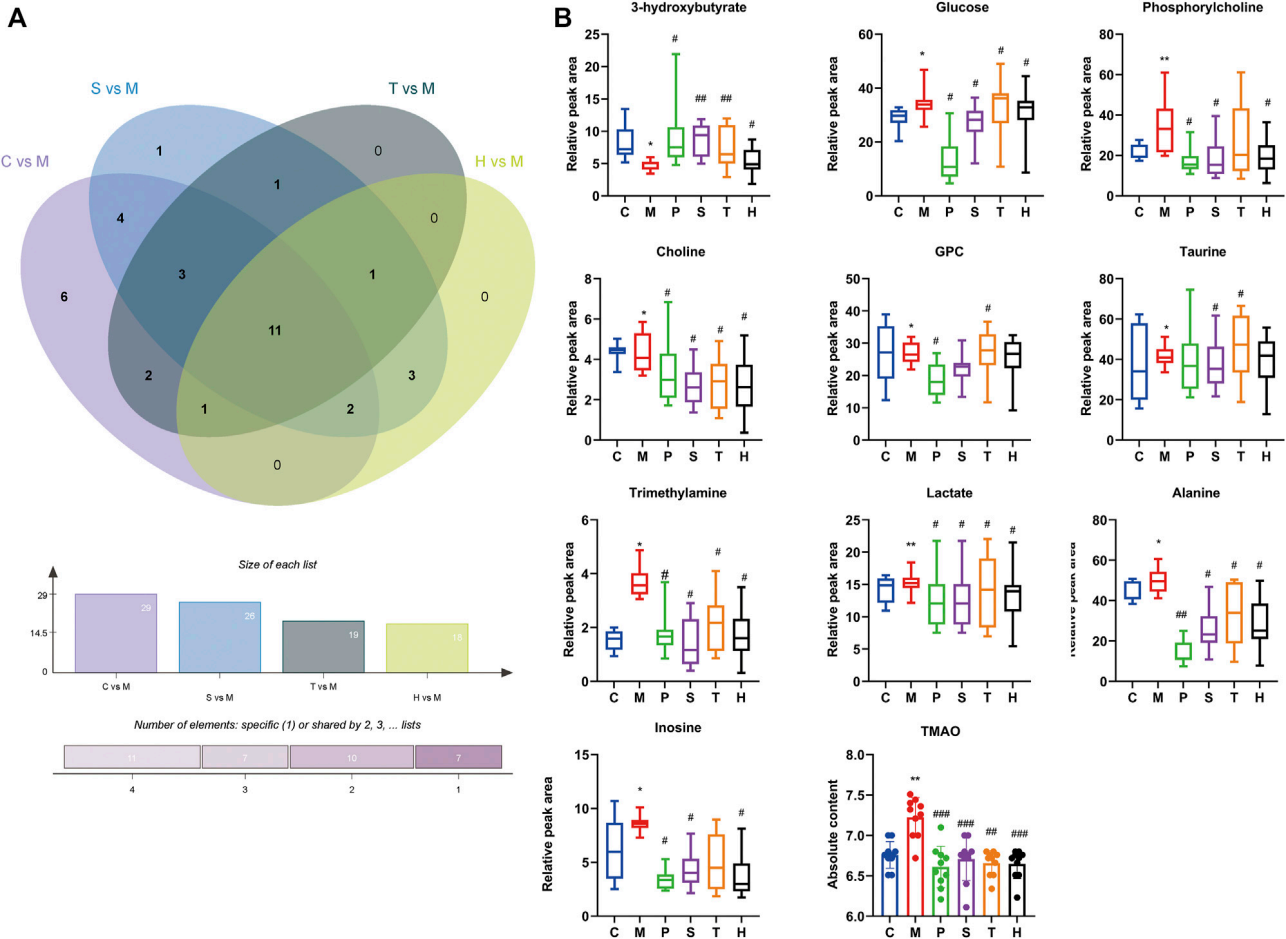
Differential metabolites in mice liver between different groups. **(A)** Intersection differential metabolites changes in C vs. M, S vs. M, T vs. M, and H vs. M by Venny analysis. **(B)** Individual relative content changes of differential metabolites in common were represented by the boxplot. *p < 0.05, **p < 0.01, ***p < 0.001, vs. C; #*p* < 0.05, ##*p* < 0.01, ###*p* < 0.001 vs. M. C: control; M: model; P: pioglitazone; S: salidroside; T: tyrosol; H: hydroxytyrosol.

We further investigated the role of these differential metabolites in metabolic pathways using the pathway analysis module of MetaboAnalyst 5.0. Figure 3 shows that the protective effect of salidroside, tyrosol or hydroxytyrosol on the mice model of MetS may be attributed to the regulation of these differential metabolites and their related metabolic pathways, including bile acid metabolism, choline metabolism, glycolysis, purine metabolism, amino acid metabolism, lipid metabolism, taurine metabolism, and the tricarboxylic acid cycle.

**FIGURE 3:**
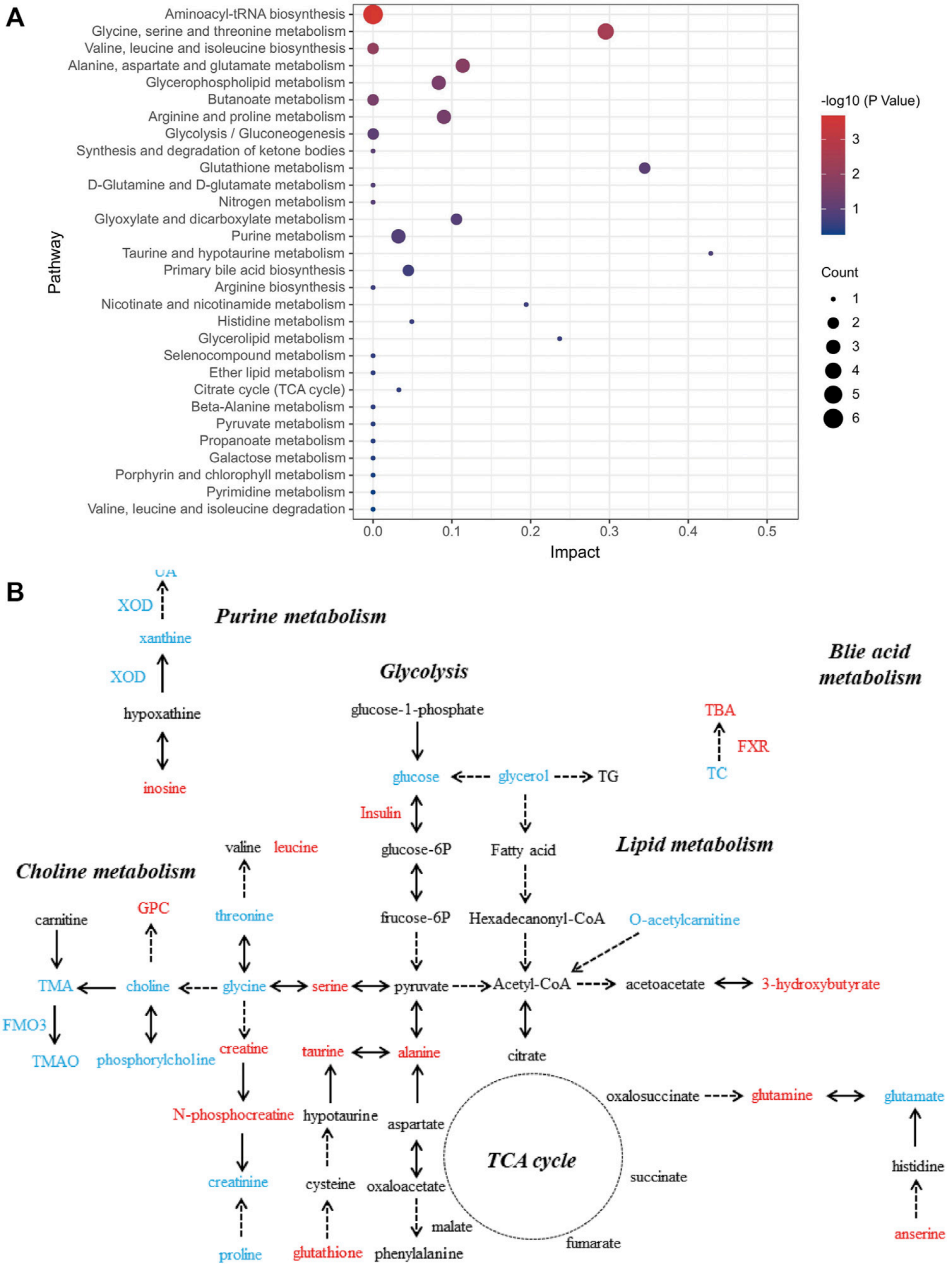
Analysis of related metabolic pathways. **(A)** Pathway analysis for group C vs. M by using the KEGG database. The horizontal axis represents impact; a higher impact indicates a greater degree of enrichment. The point size represents the number of differentially expressed metabolites in KEGG, and the colors of the points correspond to different *p*-value ranges. **(B)** Which metabolites have caused change after treatment with salidroside, tyrosol, and hydroxytyrosol for 12 weeks is shown. The red font represents the upregulation of differential metabolites or biochemical indexes after administration, while the blue font represents the reverse.

### Impact of Salidroside, Tyrosol, or Hydroxytyrosol Intervention on the Gut Microbial Community

Gut microbiota are strictly associated with a fructose diet. To analyze the effect of salidroside, tyrosol or hydroxytyrosol on the composition of gut microbiota, an analysis of gut microbiota 16S rRNA in HFru-mice feces was performed. 

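Feces of 30 female mice in 5 groups of 6 were sequenced for the 16S rRNA gene. The groups were control mice, model mice on the high-fructose diet (HFru), and mice on that diet given salidroside at 50 mg/kg, tyrosol at 23 mg/kg or hydroxytyrosol at 26 mg/kg. The feeding lasted 8 weeks in the methods, 12 weeks in the figure legends and 84 days in the discussion. The authors merged the reads with FLASH, filtered them with QIIME, removed chimeric sequences and deposited counts per sequence, without normalization, with a taxon for each. The deposited read log includes a denoising step, so each counted sequence is called an amplicon sequence variant (ASV) here, where the paper writes OTU. Shares of taxa were computed from the authors' filtered table, whose totals equal the reads left after their removal of singletons. It held from 41862 to 83876 counts per control mouse (median 73619), from 87731 to 104427 per model mouse (median 98991), from 43979 to 91848 per salidroside mouse (median 87214), from 88185 to 106609 per tyrosol mouse (median 100956) and from 71930 to 101386 per hydroxytyrosol mouse (median 86316.5). Before the authors' filters, control and model mice had similar numbers of reads (medians 139875 and 139148), so the lower median total of control mice arose in these filters. Control mouse 4, with the lowest total, started from 70771 reads and kept 59.2% of them, so it was already low before the filters. Diversity and distances were computed from the authors' table rarefied to 39768 counts in every mouse. A count of 0 in the filtered table allows a share of between 0.00281% in the deepest mouse and 0.00717% in the shallowest. Counts are PCR reads without molecular identifiers, so such limits and the 95% Wilson intervals of single mice cover counting error only. Between 2 groups, means were compared by a two-sided exact permutation test over all assignments of the 12 mice, whose smallest p is 0.0022, and a p under 0.05 is called past the threshold. Benjamini-Hochberg adjusted p-values are given beside it, over the 24 comparisons of diversity indices and the 76 comparisons of the shares of 19 named taxa. Neither the labels nor the text of the paper names a sequencing batch or a cage for these mice. No 2 mice of a group held the same counts.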

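In the rarefied table, the Shannon index (base 2) was 6.25 ± 0.461 (SD, n = 6 mice) in the control group and 5.17 ± 0.620 (SD, n = 6) in the model group, and the difference of -1.07 was past the threshold (exact permutation test, p = 0.0043, adjusted p = 0.104). A model mouse had the higher Shannon index in 1 of 36 pairs of a model and a control mouse. Simpson's index was 0.939 ± 0.0235 (SD, n = 6) in control mice and 0.865 ± 0.0491 (SD, n = 6) in model mice (difference -0.0737, exact permutation test, p = 0.013, adjusted p = 0.104, model mice higher in 3 of 36 pairs). Pielou evenness differed by -0.0802 (exact permutation test, p = 0.011, adjusted p = 0.104, model mice higher in 2 of 36 pairs). Across the 5 groups, the permutation p of the Kruskal-Wallis statistic was 0.00193 for Shannon and 0.011 for Simpson. Of the 24 comparisons of the 6 indices, 5 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05. The alternative that moved these values most, chosen after the data were examined, summed ASVs to genera. At genus level the difference, read as Shannon, model vs control, was -0.537 (exact permutation test, p = 0.249).

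**Figure D1:**
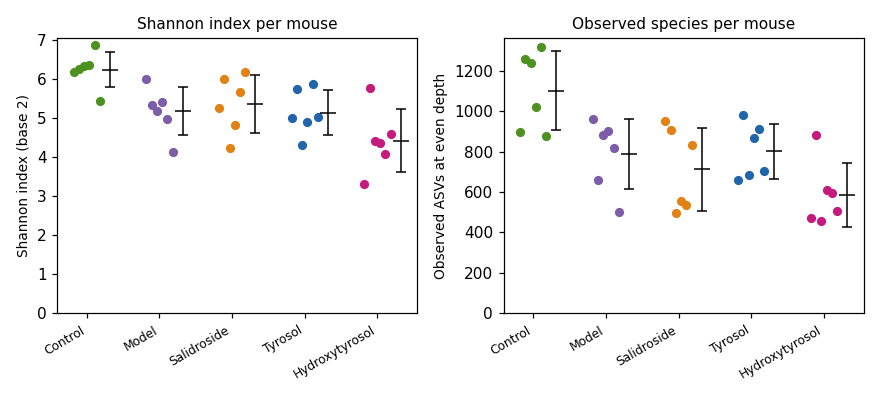
Shannon index and number of observed ASVs in the rarefied table, one point per mouse, with the mean and SD of each group in black. Shannon values of control mice lie between 5.45 and 6.88, and those of model mice between 4.12 and 6.00.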

Shannon and Simpson’s index revealed that the fecal microbiota diversity in the model group was lower than that in the control group (Supplementary Figure S5). In addition, Chao 1 and observed species index indicated that salidroside, tyrosol, or hydroxytyrosol could affect community richness (Supplementary Figure S5), especially from the alpha diversity index, the hydroxytyrosol group changed the most, and there was a significant difference. 

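The Chao1 richness estimate was 1316 ± 298 (SD, n = 6) in control mice, 962 ± 226 in model mice, 847 ± 231 in salidroside mice, 1028 ± 173 in tyrosol mice and 713 ± 180.0 in hydroxytyrosol mice. Hydroxytyrosol mice had fewer estimated ASVs than model mice, by a difference of -249 (exact permutation test, p = 0.048, adjusted p = 0.229, higher in 4 of 36 pairs). This comparison was no longer past the threshold when any of 9 of the 12 mice was left out, with differences from -321 to -207. For observed species, the groups had 1103 ± 194, 788 ± 175, 713 ± 206, 803 ± 136 and 586 ± 158 ASVs per mouse in the same order. Model mice had fewer observed species than control mice (difference -314, exact permutation test, p = 0.022, adjusted p = 0.130, higher in 5 of 36 pairs). The difference between hydroxytyrosol and model mice, -202, was not past the threshold (exact permutation test, p = 0.067). Salidroside and tyrosol mice did not differ from model mice beyond the spread in Chao1 (differences -115 and 66.0, p = 0.374 and 0.584 by exact permutation test) or in observed species (differences -75 and 15, p = 0.485 and 0.874 by exact permutation test). Chao1 of model mice differed from that of control mice by -354 (exact permutation test, p = 0.067), a comparison that passed the threshold without control mouse 1 or control mouse 6 in the two-sided test only. Good's coverage was 0.992 or higher on average in every group and was past the threshold in none of the 4 comparisons.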

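Bray-Curtis distances between mice were computed from the rarefied table at the level of ASVs. The split into model and control mice accounted for an R2 of 0.286 of the variation among them (exact PERMANOVA over all splits of the 12 mice, p = 0.0043, adjusted p = 0.022 over 10 pairs of groups). Since no cage is given, the diet is not separated from cage, and the test treats each mouse as independent. The spread of mice around their group centroid did not differ between model mice, with a mean distance of 0.404, and control mice, with 0.502 (exact permutation test, p = 0.216). The first PCoA axis held 26.5% of the variation and the second 17.3%. Along the first axis, model and control mice differed by 0.380 (exact permutation test, p = 0.043). Control mouse 6 lay nearer to the model mice (mean distance 0.592) than to the other control mice (0.861), and model mouse 6 lay nearer to the hydroxytyrosol mice (0.866) than to the other model mice (0.922). With each of the 12 mice left out in turn, the separation stayed past the threshold, and the R2 changed most with the Jaccard distance, to 0.161, still past the threshold. With permutations only within replicate numbers, whose smallest exact p is 0.03125, the p was 0.0625. Nothing shows that these numbers pair the mice, here or in later comparisons.

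**Figure D2:**
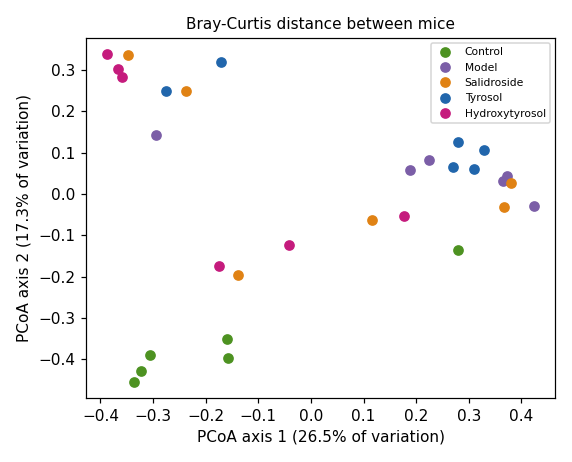
Principal coordinates of Bray-Curtis distances, one point per mouse, coloured by group, with the share of variation on each axis. Control mice other than control mouse 6 lie at the lower left, and model mice other than model mouse 6 at the right.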

PCoA analysis showed that HFru intervention results had significant cluster separation from those of the control group (Supplementary Figure S6A). These conditions were partially recovered by salidroside, tyrosol, or hydroxytyrosol treatment, suggesting that salidroside, tyrosol, or hydroxytyrosol could alter the gut microbiota compositions to some extent. 

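Of the 3 treatments, hydroxytyrosol separated from the model group (R2 = 0.234, exact PERMANOVA, p = 0.011, adjusted p = 0.026), while salidroside (R2 = 0.123, p = 0.169) and tyrosol (R2 = 0.129, p = 0.152) did not pass the threshold in the exact PERMANOVA. Tyrosol did pass it with the Jaccard distance (R2 = 0.134) and with square-root shares (R2 = 0.167). The mean Bray-Curtis distance of a mouse to the 6 control mice was 0.879 ± 0.0486 (SD over 6 mice) for model mice, 0.882 ± 0.0453 for salidroside mice, 0.882 ± 0.0351 for tyrosol mice and 0.894 ± 0.0680 for hydroxytyrosol mice. None of the 3 treated groups was nearer to the control mice than the model group beyond the spread between mice (exact permutation test, p = 0.903, 0.890 and 0.645). Control mice lay 0.774 from one another, and without control mouse 6 the direction changed for all 3 treatments, not past the threshold. Along the first PCoA axis, hydroxytyrosol mice, at -0.192 on average, differed from model mice, at 0.213, by -0.405 (exact permutation test, p = 0.024), next to the control mice at -0.167. Salidroside and tyrosol mice did not differ from model mice on it (differences -0.190 and -0.0898, exact permutation test, p = 0.290 and 0.613). On the second axis the means were -0.359 for control, 0.0549 for model and 0.0955 for hydroxytyrosol mice. With the Jaccard distance, the difference in distance to the control mice, hydroxytyrosol vs model, was 0.0391 and past the threshold, with hydroxytyrosol mice farther away. From the positions of the groups in the ordination, the paper proposes that the 3 compounds alter the composition of the gut microbiota to some extent.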

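Non-metric multidimensional scaling of the Bray-Curtis distances of the 30 mice in 2 dimensions had a stress of 0.137. All 5 groups together differed in composition (permutation PERMANOVA, R2 = 0.282, p = 0.00011). Each treated group differed from the control group by exact PERMANOVA. The R2 was 0.205 for salidroside (p = 0.013, adjusted p = 0.026, exact PERMANOVA), 0.318 for tyrosol (p = 0.0043, adjusted p = 0.022) and 0.221 for hydroxytyrosol (p = 0.0065, adjusted p = 0.022). Among the treated groups, hydroxytyrosol and tyrosol differed (R2 = 0.179, exact PERMANOVA, p = 0.032, adjusted p = 0.054), with a wider spread around the centroid in hydroxytyrosol mice (exact permutation test, p = 0.037). Salidroside mice were also spread more widely than tyrosol mice (exact permutation test, p = 0.039). Salidroside did not separate from tyrosol (R2 = 0.0958, exact PERMANOVA, p = 0.310) or from hydroxytyrosol (R2 = 0.113, exact PERMANOVA, p = 0.253).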

The NMDS plot of the microbial compositions of the 30 samples revealed that salidroside, tyrosol, or hydroxytyrosol treatment groups and the control groups demonstrated different microbiome compositions (Supplementary Figure S6B). The Venn diagram showed that a total of 204 OTUs were shared by all groups (Supplementary Figure S6C). In addition, the main phyla observed in our study include *Firmicutes*, *Bacteroidetes*, *Proteobacteria*, *Actinobacteria*, and *Verrucomicrobia* (Figure 4). 

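In the rarefied table, 204 of 11278 ASVs had at least 1 count in at least 1 mouse of every group, which is 1.81% of the ASVs and 66.7% of the counts. The number of ASVs found in 1 group only was 3452 for control, 1397 for model, 1325 for salidroside, 1207 for tyrosol and 1692 for hydroxytyrosol. Of these 9073 ASVs, 8187 (90.2%) were found in a single mouse. When an ASV had to be present in at least 2 mice of a group, 70 ASVs were shared by all groups.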

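Averaged over the 30 mice, Proteobacteria held 45.8% of the counts in the filtered table, Firmicutes 44.5%, Bacteroidetes 5.56%, Actinobacteria 2.65% and Verrucomicrobia 0.932%, of 28 named phyla. Verrucomicrobia had 0 counts in each of the 6 control mice. They were above 3 counts in 5 of the 6 model mice and in every treated mouse. The remaining model mouse had 3 counts, which is not told apart from absence at this depth. In model mice, Verrucomicrobia held 1.07% ± 2.12 (SD, n = 6), and the difference from control mice had the smallest p that 6 mice against 6 allow (exact permutation test, p = 0.0022, adjusted p = 0.027). That p rests on the model mouse with 3 counts lying above the 0 of control mice, and both p-values would be larger with it counted as absent. Model mouse 1 alone held 5.36% (95% Wilson interval of counting error, 5.21 to 5.51), and the other 5 model mice held 0.210% on average. Actinobacteria of model mice, at 1.43% ± 1.12, did not differ from the 1.25% ± 0.606 of control mice (exact permutation test, p = 0.732).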

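The mean share of Proteobacteria was 34.5% ± 35.7 (SD, n = 6) in control mice, 64.9% ± 25.1 in model mice, 43.9% ± 35.9 in salidroside mice, 50.9% ± 31.2 in tyrosol mice and 34.6% ± 32.9 in hydroxytyrosol mice. Firmicutes held 42.2% ± 17.2 (SD, n = 6) in control mice, 30.7% ± 25.0 in model mice, 49.8% ± 34.4 in salidroside mice, 41.0% ± 30.0 in tyrosol mice and 58.8% ± 30.8 in hydroxytyrosol mice. These phyla held the largest mean shares in each of the 5 groups. Among single mice, Proteobacteria ranged from 2.19% (95% Wilson interval 2.10 to 2.29) in tyrosol mouse 6 to 91.9% (91.8 to 92.1) in model mouse 3.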

The largest proportions of the phylum *Amoebacteria* and *Proteobacteria* were found in each group. Particularly, a high-fructose diet could significantly decrease the relative abundance of *Firmicutes* and *Bacteroidetes* while significantly increasing the relative abundance of *Proteobacteria*. 

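Bacteroidetes held 21.6% ± 19.3 of the counts (SD, n = 6) in control mice and 1.10% ± 0.762 in model mice, and the difference of -20.5 percentage points was past the threshold (exact permutation test, p = 0.019, adjusted p = 0.106, model mice higher in 4 of 36 pairs). With each mouse left out in turn, the differences ran from -24.7 to -16.8. The two-sided call was lost when any 1 of the 6 model mice was left out, but it was lost in 0 of 12 fits by the doubled one-sided exact p, chosen after the results were seen, so those losses go with the unequal groups of 5 and 6. Firmicutes were lower in model mice by a difference of -11.5 percentage points that was within the spread between mice (exact permutation test, p = 0.366, adjusted p = 0.695, higher in 12 of 36 pairs). Model mouse 6 held 78.2% Firmicutes (95% Wilson interval 77.9 to 78.5), and without it the difference was -21.0 and past the threshold in the two-sided test only. Proteobacteria were higher in model mice by 30.4 percentage points, which did not pass the threshold (exact permutation test, p = 0.117, adjusted p = 0.370, higher in 27 of 36 pairs). Without control mouse 6 this difference was 40.1 and passed it. With Acinetobacter left out of the total, the direction of the Firmicutes share, model vs control, changed, to 10.3 percentage points (exact permutation test, p = 0.210).

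**Figure D3:**
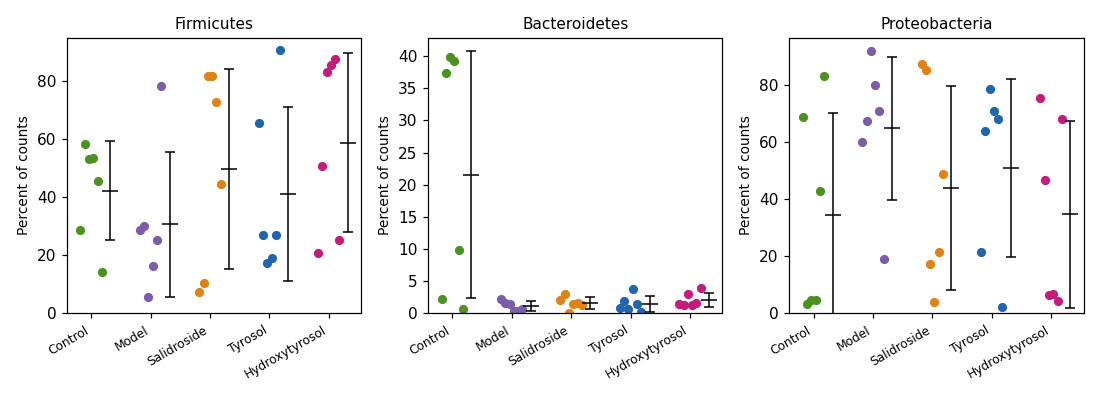
Percent of counts of Firmicutes, Bacteroidetes and Proteobacteria in the filtered table, one point per mouse, with the mean and SD of each group in black and axes starting at 0. The highest model mouse lies at 2.21% for Bacteroidetes, and 1 model mouse lies at 78.2% for Firmicutes.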

At the genus level (Figure 5), we found that the most abundant bacteria were mainly *Acinetobacter*, *Jeotgalicoccus*, *Lactobacillus*, *Staphylococcus*, and *Sporosarcina*. 

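Averaged over the 30 mice, Acinetobacter held 33.0% of the counts, Jeotgalicoccus 9.18%, Shigella 6.38%, Lactobacillus 5.73%, Staphylococcus 4.94%, Sporosarcina 3.89% and Enterococcus 1.87%. Counts without a named genus made up 15.1% of the filtered table. Acinetobacter was found in all 30 mice and Sporosarcina in 16 of them.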

Detailed analysis at phylum and genus levels revealed that salidroside, tyrosol, and hydroxytyrosol groups had their relative regulation of bacteria. 

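Counts summed per genus were compared with edgeR's quasi-likelihood test, over genera with at least 10 counts in at least 4 of the 12 mice. With an adjusted p under 0.05, 17 of 97 genera differed between model and control mice, 7 of them higher and 10 lower in model mice. Against the model group, 4 of 97 genera differed for salidroside (1 higher, 3 lower), 2 of 103 for tyrosol (both higher) and 5 of 101 for hydroxytyrosol (4 higher, 1 lower). Among the alternatives at genus level, DESeq2 moved the number between model and control mice most, to 38. Among the genera called by edgeR whose shares did not overlap, Collinsella had the largest rise in each treated group. It held 2.94% ± 3.63 (SD, n = 6) in salidroside mice, 3.03% ± 2.07 in tyrosol mice and 2.40% ± 1.80 in hydroxytyrosol mice, and 0.000996% ± 0.00244 in model mice, where 1 mouse had 6 counts and the others had 0. The log2 fold change from edgeR was 10.59 (SE 2.28, adjusted p = 0.00491) for salidroside, 10.96 (SE 1.81, adjusted p = 0.000673) for tyrosol and 10.21 (SE 1.88, adjusted p = 0.00511) for hydroxytyrosol, and all 18 treated mice lay above all model mice. These fold changes rest on the 6 counts of model mouse 6. With 1 mouse left out at a time they ran from 10.09 to 14.08, from 10.07 to 14.16 and from 10.02 to 13.89, each highest without model mouse 6. Unclassified Helicobacteraceae had 0 counts in every model mouse and were at least 214-fold lower than in control mice (edgeR, adjusted p = 0.000237), or 153-fold without the highest control mouse. Akkermansia had 0 counts in every control mouse and was at least 240.2-fold higher in model mice (edgeR, adjusted p = 0.000484). This bound rests on model mouse 1, and without the highest model mouse it was 47.0-fold. Clostridium of the Clostridiaceae fell by 6.41 on the log2 scale in model mice (edgeR, adjusted p = 0.0125). Model mice held at most 5 counts of it, and the log2 fold change ran from -6.97 to -5.32 with 1 mouse left out. Unclassified Enterococcaceae rose by 5.02 in model mice (edgeR, adjusted p = 0.0378), a call lost without any 1 of 5 mice. Sphingobacterium had 0 counts in every salidroside mouse, at least 24.6-fold lower than in model mice (edgeR, adjusted p = 0.00491), or 10.7-fold without the highest model mouse. Christensenella was at least 13.2-fold higher in tyrosol than in model mice (edgeR, adjusted p = 0.00549), or 10.4-fold without the highest tyrosol mouse. Odoribacter rose by 6.01 on the log2 scale in hydroxytyrosol mice (edgeR, adjusted p = 0.0242), a call lost without any 1 of 6 of the 12 mice. Its log2 fold change ran from 4.40 to 6.80 with 1 mouse left out. These genera were chosen because the shares of the 6 and 6 mice did not overlap. For Akkermansia, the lowest model mouse had 3 counts, which is not told apart from the 0 of control mice. Over all genera tested, shares did not overlap for 6 of 97 in model against control mice. Against model mice it was 2 of 97 for salidroside, 4 of 103 for tyrosol and 4 of 101 for hydroxytyrosol. Chance gives this for 0.216% of genera.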

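The other genera that the paper names in its microbiota sections were compared as shares of the counts. Between model and control mice, Ruminococcus held 0.0639% ± 0.0855 (SD, n = 6) against 0.825% ± 0.781 (exact permutation test, p = 0.037, adjusted p = 0.175), and Kurthia 0.168% ± 0.179 against 2.76% ± 2.14 (exact permutation test, p = 0.011, adjusted p = 0.0685). The separate genus [Ruminococcus], of the Lachnospiraceae, which the paper's text does not name, held 2.53% ± 5.55 in model and 0.0478% ± 0.0630 in control mice (exact permutation test, p = 0.0065, adjusted p = 0.0548), and 13.8% (95% Wilson interval 13.6 to 14.1) in model mouse 6 alone. The call for Ruminococcus was lost without any 1 of the model mice. Oscillospira did not differ between model and control mice (0.310% ± 0.355 and 0.689% ± 0.645, exact permutation test, p = 0.240). It was higher than in model mice after tyrosol, at 1.22% ± 0.406 (exact permutation test, p = 0.0043, adjusted p = 0.0411, higher in 35 of 36 pairs), and after hydroxytyrosol, at 1.05% ± 0.434 (exact permutation test, p = 0.011, adjusted p = 0.0685, higher in 33 of 36 pairs). The call after hydroxytyrosol was lost with Acinetobacter or the listed aerobes left out of the total. After salidroside it held 0.551% ± 0.434 (exact permutation test, p = 0.303). Akkermansia held 1.07% ± 2.12 in model mice and 0.969% ± 1.17, 1.20% ± 1.49 and 1.42% ± 1.26 in salidroside, tyrosol and hydroxytyrosol mice, without a difference beyond the spread (exact permutation test, p = 0.911, 0.853 and 0.714). Fusobacterium had 3 counts in model mouse 2 and 0 in the other 29 mice, so that it was not told apart from absence at this depth. No treatment moved Ruminococcus, [Ruminococcus] or Kurthia past the threshold.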

Salidroside and hydroxytyrosol treatment had an advantage over upregulating the abundance of *Lactobacillus*, and tyrosol and hydroxytyrosol groups downregulated the abundance of *Enterococcus*. 

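Lactobacillus held 14.0% ± 11.7 of the counts (SD, n = 6) in control mice and 1.54% ± 0.964 in model mice, and every model mouse lay under every control mouse (exact permutation test, p = 0.0022, the smallest possible, adjusted p = 0.027). In salidroside mice it held 8.23% ± 13.6, which did not differ from model mice beyond the spread (exact permutation test, p = 0.444, higher in 14 of 36 pairs). Salidroside mouse 5 held 33.8% Lactobacillus (95% Wilson interval 33.5 to 34.1) and salidroside mouse 3 held 13.6% (13.3 to 13.8), while the median of the 6 mice was 0.689%, and with mean ranks in place of mean shares the direction changed. In hydroxytyrosol mice it held 3.59% ± 2.56 (exact permutation test, p = 0.093, adjusted p = 0.350, higher in 30 of 36 pairs), and in tyrosol mice 1.31% ± 1.26 (exact permutation test, p = 0.727). Enterococcus held 0.294% ± 0.635 in control and 3.68% ± 3.72 in model mice (exact permutation test, p = 0.019, adjusted p = 0.106). It held 0.547% ± 0.328 in tyrosol mice (exact permutation test, p = 0.045, adjusted p = 0.203, higher in 8 of 36 pairs), 0.838% ± 0.881 in hydroxytyrosol mice (exact permutation test, p = 0.102, adjusted p = 0.350, higher in 8 of 36 pairs) and 3.99% ± 5.16 in salidroside mice (exact permutation test, p = 0.883). The call for tyrosol was lost without any 1 of the 6 tyrosol mice, with mean ranks and with logarithms of the shares.

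**Figure D4:**
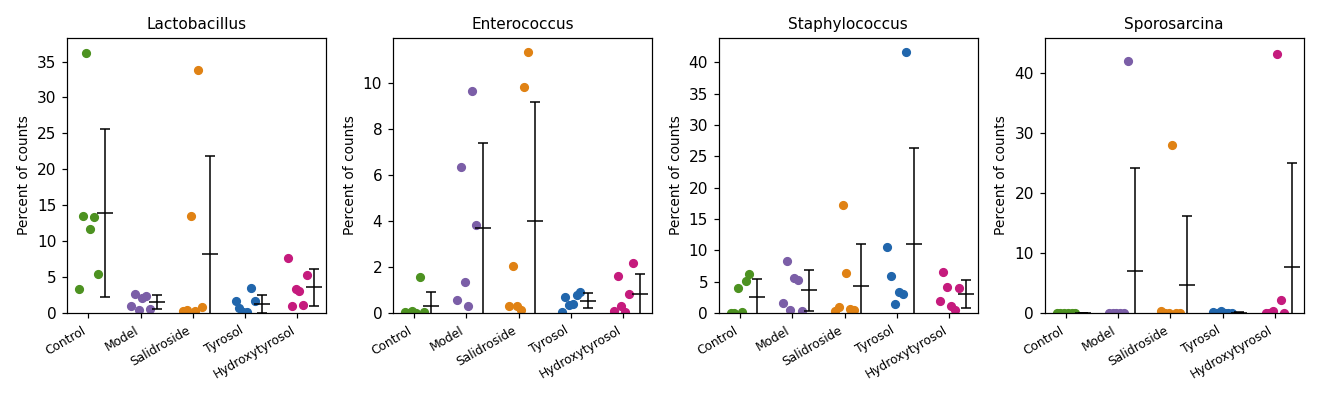
Percent of counts of Lactobacillus, Enterococcus, Staphylococcus and Sporosarcina in the filtered table, one point per mouse, with the mean and SD of each group in black and axes starting at 0. Single mice stand far above the rest of their group, such as salidroside mouse 5 at 33.8% Lactobacillus.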

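Staphylococcus held 3.67% ± 3.26 of the counts (SD, n = 6) in model mice and 11.0% ± 15.3 in tyrosol mice, a difference within the spread between mice (exact permutation test, p = 0.266, adjusted p = 0.605, higher in 25 of 36 pairs). Tyrosol mouse 6 held 41.6% (95% Wilson interval 41.3 to 41.9), and the other 5 tyrosol mice held 4.91% on average. Sporosarcina held 6.99% ± 17.1 (SD, n = 6) in model mice and 0.0904% ± 0.120 in tyrosol mice (exact permutation test, p = 0.976). Model mouse 6 held 41.9% Sporosarcina (41.6 to 42.2), the other 5 model mice held 0.00773% on average, and without model mouse 6 the difference turned to 0.0827 percentage points, with the higher share in tyrosol mice. Neither genus differed from the model group in salidroside mice (Staphylococcus 4.32% ± 6.72, p = 0.877, Sporosarcina 4.74% ± 11.4, p = 0.922, exact permutation test) or hydroxytyrosol mice (3.08% ± 2.28, p = 0.714, and 7.61% ± 17.4, p = 0.532, exact permutation test).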

The intervention of tyrosol could enhance the abundance of *Staphylococcus* while decreasing the abundance of *Sporosarcina*. Also, the hydroxytyrosol group increased the abundance of *Shigella*. It was noted that treatment groups could upregulate the abundance of *Jeotgalicoccus* and downregulate the abundance of *Acinetobacter*. 

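Shigella held 19.7% ± 31.3 of the counts (SD, n = 6) in hydroxytyrosol mice and 0.904% ± 0.976 in model mice, a difference of 18.8 percentage points that was within the spread between mice (exact permutation test, p = 0.433, adjusted p = 0.744, higher in 17 of 36 pairs). Hydroxytyrosol mouse 1 held 70.5% Shigella (95% Wilson interval 70.25 to 70.8) and hydroxytyrosol mouse 6 held 47.3% (47.0 to 47.6), while the other 4 mice held between 0.00139% (0.000245 to 0.00788), which is 1 count and under the floor of 3 counts, and 0.0898% (0.0717 to 0.112). With mean ranks in place of mean shares, the Shigella share, hydroxytyrosol vs model, changed direction, to -0.333. Control mice held 7.46% ± 10.6, salidroside mice 3.04% ± 3.52 and tyrosol mice 0.824% ± 1.50, without a difference from model mice past the threshold (exact permutation test, p = 0.299, 0.190 and 0.896).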

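Jeotgalicoccus held 0.0779% ± 0.146 of the counts (SD, n = 6) in control mice and 4.32% ± 3.71 in model mice (exact permutation test, p = 0.0043, adjusted p = 0.0411, higher in 35 of 36 pairs). The mean share was 10.9% ± 17.3 in salidroside mice, 11.4% ± 12.7 in tyrosol mice and 19.2% ± 22.8 in hydroxytyrosol mice, and none of these differed from model mice beyond the spread (exact permutation test, p = 0.450, 0.288 and 0.177). In the salidroside group, mouse 3 held 40.9% (95% Wilson interval 40.6 to 41.2), mouse 4 held 23.2% (23.0 to 23.5) and the median was 0.325%, and mean ranks reversed the direction for salidroside. Acinetobacter held 20.5% ± 25.0 in control, 53.5% ± 30.3 in model, 32.4% ± 29.8 in salidroside, 47.3% ± 30.2 in tyrosol and 11.2% ± 17.5 in hydroxytyrosol mice. It differed from the model group past the threshold in hydroxytyrosol mice (difference -42.3 percentage points, exact permutation test, p = 0.026, adjusted p = 0.132, higher in 5 of 36 pairs), a call lost with logarithms of the shares and with permutations within replicate numbers. It did not in salidroside mice (difference -21.1, exact permutation test, p = 0.249) or tyrosol mice (difference -6.25, exact permutation test, p = 0.762), and without tyrosol mouse 6 the direction for tyrosol changed, to 2.99. The difference between model and control mice was 33.0 percentage points (exact permutation test, p = 0.078). Computed over the counts other than Acinetobacter, the Jeotgalicoccus share of treated mice differed from that of model mice by 3.66, 8.59 and 11.2 percentage points for salidroside, tyrosol and hydroxytyrosol (exact permutation test, p = 0.727, 0.130 and 0.281).

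**Figure D5:**
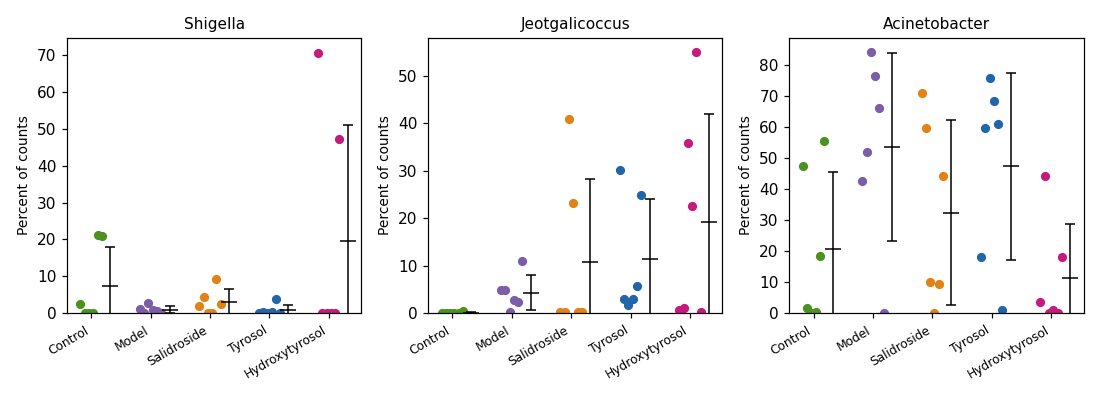
Percent of counts of Shigella, Jeotgalicoccus and Acinetobacter in the filtered table, one point per mouse, with the mean and SD of each group in black and axes starting at 0. Hydroxytyrosol mice 1 and 6 hold the 2 highest Shigella shares, 70.5% and 47.3%.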

Next, LEfSe analysis and cladogram analysis were performed to identify fecal microbial taxa that accounted for the greatest differences among all the groups. Our results indicated that there were 14, 16, 7, 16, and 15 significant differences in the control, high-fructose diet, salidroside−50 mg/kg, tyrosol−23 mg/kg, and hydroxytyrosol−26 mg/kg groups, respectively (Supplementary Figures 7, 8). 

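A LEfSe-type analysis was run on the shares of 537 taxa from phylum to genus, with a permutation Kruskal-Wallis test per taxon (100000 resamples) at 0.05, then a linear discriminant analysis on 30 bootstraps of the mice. Of the 537 taxa, 106 had a permutation p under 0.05. A taxon was assigned to the group with its highest mean share, whether or not that group differed from each other group. Above a discriminant score of 4.0, 4 taxa were assigned to the control group, 2 to the model group, 2 to salidroside, 5 to tyrosol and 5 to hydroxytyrosol. With a score above 2.0, the numbers were 25, 18, 7, 17 and 15. After Benjamini-Hochberg adjustment over the taxa, 8 of the 18 taxa above 4.0 had an adjusted p under 0.05, and 0 of these were assigned to the control group and 0 to salidroside. The control taxa were the families S24-7 (score 4.91) and Lactobacillaceae (4.79) and the genera Lactobacillus (4.79) and Kurthia (4.13), and the model taxa were [Ruminococcus] (4.09) and Psychrobacter (4.06). Salidroside taxa were the Enterococcaceae (4.57) and Enterococcus (4.26). The tyrosol taxa were the phylum Actinobacteria (4.23) and, within it, the class, order and family of Collinsella (4.21 each) and Collinsella (4.21, permutation p = 1e-05, the smallest that the resamples can give). The hydroxytyrosol taxa were Jeotgalicoccus (4.98), the class, order and family of the Erysipelotrichaceae (4.34 each) and Clostridium of that family (4.11). Some assignments rest on a small lead or on a high mouse. Mean Enterococcus was 3.99% in salidroside and 3.68% in model mice, and mean Collinsella 3.03% in tyrosol and 2.94% in salidroside mice. The median of [Ruminococcus] was 0.245% in model mice and 1.84% in hydroxytyrosol mice.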

In general, salidroside, tyrosol, or hydroxytyrosol intervention influenced the shaping of gut microbiota.

**FIGURE 4:**
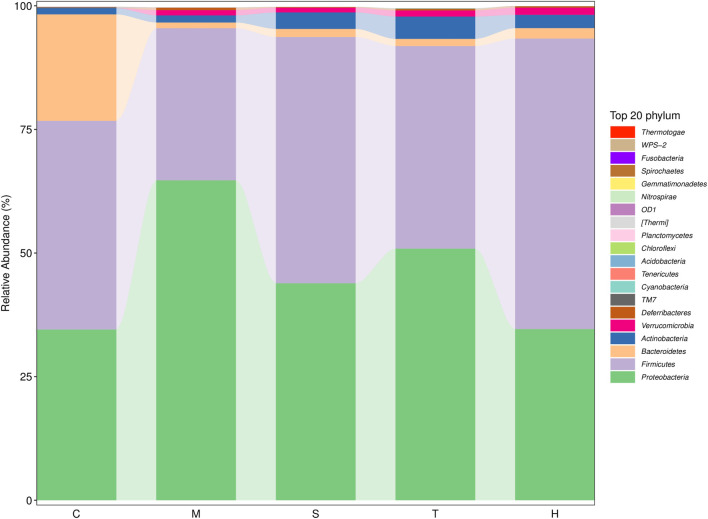
Histogram of mean value of intestinal microflora enrichment in mice at the phylum level in each group. C: control; M: model; S: salidroside; T: tyrosol; H: hydroxytyrosol.

**FIGURE 5:**
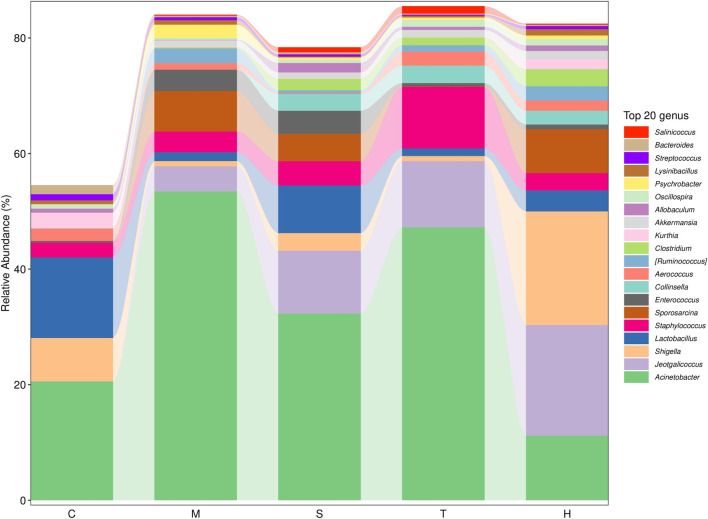
Histogram of mean value of intestinal microflora enrichment in mice at the genus level in each group. C: control; M: model; S: salidroside; T: tyrosol; H: hydroxytyrosol.

Furthermore, by Pearson correlation analysis, we found that there was a potential link between changes in the intestinal flora and liver metabolites. As depicted in Figure 6, there was a negative correlation between *Acinetobacter* and taurine; *Oscillospira* and niacinamide; *Collinsella* and niacinamide, serine, creatine, inosine, oxypurinol, glutamine, trimethylamine, and TMAO; *Fusobacterium* and glutathione, niacinamide, serine, creatine, inosine, oxypurinol, glutamine, trimethylamine, TMAO, proline, and threonine; *Sporosarcina* and oxypurinol; *Ruminococcus* and GPC, niacinamide, serine, inosine, oxypurinol; and *Akkermansia* and inosine, oxypurinol, trimethylamine, and anserine, while *Lactobacillus* was positively correlated with GPC and *Kurthia* was positively correlated with inosine and anserine. These metabolites were mainly involved in amino acid tRNA biosynthesis, glycine, serine, and threonine metabolism, arginine and proline metabolism, and glyoxylate and dicarboxylate metabolism.

**FIGURE 6:**
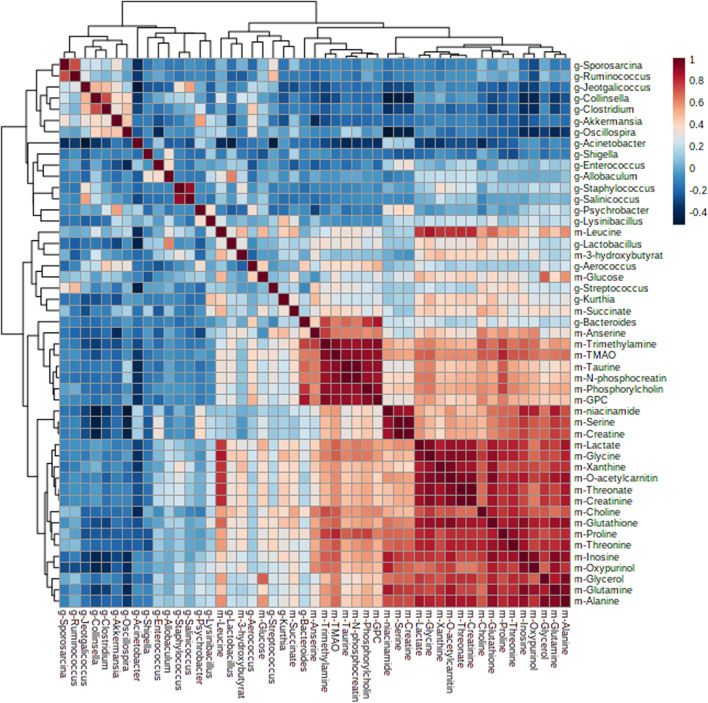
Heatmap of correlation analysis results between intestinal flora and liver metabolites.

## Discussion

Fructose would seem a safe and natural sweetener in daily life, but mounting evidence suggests that high fructose intake has an unfavorable impact on metabolism and a strong correlation with various diseases (Lim et al., 2010; Madero et al., 2012; Mirtschink et al., 2018), especially with MetS. Previous studies have shown that tyrosol, hydroxytyrosol, and salidroside could alleviate the features of MetS such as dyslipidemia, hyperglycemia, insulin resistance, or adiposity (Chandramohan et al., 2015; Ju et al., 2017; Peyrol et al., 2017). However, rodent experiments with pure tyrosol, hydroxytyrosol, and salidroside to elucidate the roles between the liver intestine and its gut microbiota is lacking. Therefore, a well-characterized MetS model was established to be explored. In addition, male and female mice were screened. Biochemical indices and pathological sections (Supplementary Figure S9) showed that female mice were more likely to succeed in modeling.

High fructose consumption could promote fat accumulation, particularly in the liver, and induce hepatic pathological changes. In addition, hepatic fructolysis, in contrast to the metabolism of glucose, is not only more rapid but also bypasses insulin control (Hannou et al., 2018). More importantly, its breakdown metabolites could stimulate a high burden of lipogenesis and uric acid production (Rutledge and Adeli, 2007), and this process cannot be restricted. Obtained results showed that the model groups had high levels of FBG, GLU, TC, TG, LDL-C, and UA in serum, and this can serve as a reminder of hyperglycemia, hyperlipidemia, and hyperuricemia. In particular, we observed increased XOD activity in the liver which is closely related to UA. These symptoms play an indispensable role in the occurrence and development of MetS. In other words, long-term high-fructose feeding could disturb the body’s lipid metabolism and glycometabolism balance. It was noted that the level of HDL-C significantly increased, and this was contrary to our expectation. The specific reasons for this phenomenon are also unclear. The body weight of model groups only displayed a tendency to gain weight. The reason why the body weight did not increase significantly may be the reduction of food intake in the later period. The change in food intake during the whole experiment was not taken into account in this study, which was one of our limitations. Interestingly, recent research demonstrated that HFru-fed C57BL/6J mice had higher blood glucose, endotoxin levels, fat mass, dyslipidemia, and glucose intolerance without changes in body weight, which may be associated with gut microbiota according to experimental data (Do et al., 2018). After 84 days of diet intervention, tyrosol, hydroxytyrosol, or salidroside could suppress the elevation of UA, TG, and LDL-C levels to maintain the body’s lipid metabolism steady state and reduce GLU, FBG, and INS levels. Over-production of UA directly inhibits insulin signaling in hepatocytes, so UA is referred to as a risk factor for insulin resistance. Insulin resistance is also a key pathological event in MetS. However, the content of TC was not improved through drug intervention. As reported, excessive TG deposition can contribute to accelerating the formation of a fatty liver (Vergani, 2019), which is consistent with the HE staining of our liver tissue. Based on these observations, we found that salidroside showed a better protective effect than tyrosol and hydroxytyrosol.

Metabolomics is considered an important tool to study alterations in biochemical pathways intrinsic to the pathophysiology of MetS (Stechemesser et al., 2017; Capel et al., 2020). So, based on the high repeatability as well as the non-destructive and non-invasive nature of the NMR spectrum, our study used NMR metabolomics to evaluate changes in liver metabolites. The experimental outcomes suggested that tyrosol, hydroxytyrosol, and salidroside may be effective in regulating the fructose-induced metabolic disorder to normal levels. Further analysis based on differential metabolites suggested that long-term HFru intake could trigger glucose metabolism and lipid metabolism disorders and have a negative effect on amino acid metabolism. The alterations in the amino acid profile may play a crucial part in participating in the development and progression of MetS (Ntzouvani et al., 2017; Roberts et al., 2020). Therefore, some amino acids could be considered potential markers for MetS risk. In the present study, salidroside, tyrosol, and hydroxytyrosol groups significantly downregulated the relative concentration of glycine, serine, glutamine, alanine, and serine that are strongly associated with dyslipidemia by inhibiting some enzymes in the liver that are activated due to excessive HFru intake. These results are consistent with a large cross-sectional study (Tai et al., 2010). The detailed mechanism of how amino acid metabolism and its products contribute to disease needs to be investigated further. Moreover, it was reported that TMAO had a positive correlation with the etiology of cardiovascular and other diseases (Ufnal et al., 2015). The level of TMAO is influenced by a variety of factors including liver flavin monooxygenase activity, food, and gut microbial flora (Janeiro et al., 2018). In our study, salidroside, tyrosol, and hydroxytyrosol intervention significantly decreased the expression of FMO_3_ in the liver and prevented mice from the accumulation of hepatic TMAO in large amounts. It is worth noting that these differential metabolites are more or less linked to the gut microbiota. A study that used 16S rDNA amplicon sequencing and metabolomic profiling revealed that a kind of purified extract could alleviate gut dysbiosis and regulate metabolism to ameliorate MetS (Zeng et al., 2020). Therefore, the gut microbiota may become a promising target in drug therapy to improve MetS. It is important to recognize that the gut microbiome is a complex and susceptive ecosystem, especially it is easily affected by dietary properties (Zmora et al., 2019). Although salidroside, tyrosol, and hydroxytyrosol possess poor absorption and low bioavailability, we thought they have potential influence on the remodeling of gut microbiota.

In humans and rodents, five bacterial phyla predominate in the gut: *Firmicutes*, *Bacteroidetes*, *Actinobacteria*, *Proteobacteria*, and *Verrucomicrobia*. *Firmicutes* (mainly Gram-positive) and *Bacteroidetes* (Gram-negative) are the predominant phyla in the feces of the host. A growing body of evidence makes it clear that an increase in the *Firmicutes*-to-*Bacteroidetes* ratio was confirmed to be linked with MetS in mice experiments (Turnbaugh et al., 2008; Trompette et al., 2014) and human trials (Mariat et al., 2009; Vaiserman et al., 2020). 

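The log2 ratio of Firmicutes to Bacteroidetes counts, with 1 count added to each, was 2.00 ± 1.82 (SD, n = 6) in control mice and 4.75 ± 1.81 in model mice. The difference of 2.75 was past the threshold (exact permutation test, p = 0.032, adjusted p = 0.130 over 4 comparisons, higher in 31 of 36 pairs), and the call was lost without any of 6 single mice, with differences from 2.32 to 3.31. The ratio was 5.02 ± 3.07 in salidroside mice, 5.00 ± 2.19 in tyrosol mice and 4.74 ± 1.29 in hydroxytyrosol mice. Against the model group these are differences of 0.27, 0.25 and -0.01, and none was beyond the spread (exact permutation test, p = 0.851, 0.829 and 0.991).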

While using 16S rRNA sequencing to compare gut microbial compositions, we found that salidroside-, tyrosol-, and hydroxytyrosol-treated groups did not decrease the *Firmicutes*-to-*Bacteroidetes* ratio. The reasons for this are still unclear. 

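Against the model group, the mean share of Proteobacteria differed by -20.9 percentage points in salidroside mice (exact permutation test, p = 0.271, adjusted p = 0.605, higher in 12 of 36 pairs of a treated and a model mouse). It differed by -13.9 in tyrosol mice (exact permutation test, p = 0.381, adjusted p = 0.706, higher in 13 of 36 pairs) and by -30.2 in hydroxytyrosol mice (exact permutation test, p = 0.097, adjusted p = 0.350, higher in 8 of 36 pairs). None of the 3 differences was past the threshold over all 12 mice. Without hydroxytyrosol mouse 1 the difference for hydroxytyrosol passed it, as it did without model mouse 6, with values from -39.4 to -24.2 over the 12 mice left out. Acinetobacter belongs to this phylum, and in model mice it held 53.5% of the counts where Proteobacteria held 64.9%. Leaving it or the listed aerobes out of the total removes them from the phylum too. Values with either left out therefore concern only the remaining Proteobacteria. Acinetobacter, which held 53.5% of the counts in model mice, belongs to the Proteobacteria. Leaving it or the listed aerobes out of the total also takes it out of the phylum, so values under these settings concern the remaining Proteobacteria only. With the genera listed as obligate aerobes left out of the total, the direction changed in salidroside mice, to 2.03 (Proteobacteria share, salidroside vs model, exact permutation p = 0.872), and in hydroxytyrosol mice, to 3.13 (Proteobacteria share, hydroxytyrosol vs model, exact permutation p = 0.840). For tyrosol (Proteobacteria share, tyrosol vs model), the lower share passed the threshold under 3 alternatives, with Acinetobacter left out of the total (difference -17.5, exact permutation p = 0.011), with the listed aerobes left out (difference -14.8, exact permutation p = 0.039) and with permutations within replicate numbers (exact permutation p = 0.031, the smallest possible there). Replicate numbers are not shown to pair the mice.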

Treatment with salidroside, tyrosol, and hydroxytyrosol reduced *Proteobacteria* abundance, which was reported to take an active part in glucose homeostasis. The increasing trend of gut *Proteobacteria* reflects an energy disequilibrium in the body and an unstable microbial community. Hence, salidroside, tyrosol, and hydroxytyrosol intervention could alleviate the energy imbalance caused by the high-fructose diet. At the genus level, *Acinetobacter* and *Lactobacillus* were the crucial genuses responding to salidroside and hydroxytyrosol treatment, respectively. Our findings showed that salidroside and hydroxytyrosol could exert metabolic protection by lowering pathogenic bacteria or elevating the beneficial ones in gut microbiota. However, tyrosol had little effect on the beneficial intestinal bacteria as well as pathogenic bacteria. 

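Of 14 genera, the 13 that the paper names in its microbiota sections and [Ruminococcus], 3 differed in mean share between tyrosol and model mice at an unadjusted p under 0.05, 2 higher and 1 lower (exact permutation tests). The call for the lower genus, Enterococcus, was lost without any 1 of the 6 tyrosol mice. The number was 1 of 14 for salidroside and 3 of 14 for hydroxytyrosol. With an adjusted p under 0.05, 2 genera remained for tyrosol, 1 for salidroside and 1 for hydroxytyrosol.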

The data from our study revealed that a small group difference in phytochemicals could make a big influence on gut microbiota, especially the phenolic hydroxyl group. Therefore, when assessing the therapeutic action of phytochemicals, it is of great importance to take the role of gut microbiota into account. It has also been proposed that tyrosol is the active ingredient of salidroside, and the two are converted into each other in the body. However, the effect of tyrosol on gut microbiota was far less than that of salidroside. This fact has indicated that the metabolism of salidroside *in vivo* is complex and variable, and this may be related to the dose added to the diet. Additionally, hydroxytyrosol was found to be non-genotoxic and non-mutagenic when its concentrations exceeded those attainable after dietary intake (Auñon-Calles et al., 2013). This may be one of the reasons why the regulatory effect of hydroxytyrosol on intestinal flora is evident. 

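The mean Bray-Curtis distance of a treated mouse to the 6 model mice grows with the spread inside the treated group as well as with a shift of the group, so it is not a size of effect. Model mice lay 0.623 from one another. The distance was 0.738 ± 0.150 (SD, n = 6) for salidroside and 0.636 ± 0.142 (SD, n = 6) for tyrosol. The difference of 0.102 was within the spread between mice (exact permutation test, p = 0.229, adjusted p = 0.459 over 6 comparisons of distances). Salidroside mice lay 0.787 from one another, farther than from the model mice, and tyrosol mice 0.580.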

Using Pearson correlation analysis, we found there was a potential link between changes in the intestinal flora and liver metabolites. For example, it was well-known that phosphatidylcholine is metabolized by intestinal microbes, and the resulting metabolites are choline and betaine. Meanwhile, choline and betaine are also metabolized by gut microflora into trimethylamine before it is converted to trimethylamine N-oxide (TMAO) by hepatic flavin monooxygenase. In the model group, phosphatidylcholine, choline, betaine, trimethylamine, and TMAO levels were upgraded. In our study, *Fusobacterium*, *Collinsella*, and *Akkermansia* were responsible for the production of these choline metabolites, especially TMAO. Indeed, manipulating the gut–liver axis may improve the pathological state of various diseases (Milosevic et al., 2019; Jones and Neish, 2021). In the present study, we found that administration and intervention significantly activated hepatic FXR levels, leading to elevated TBA levels. Bile acids are known to play an important role in metabolic diseases (Thomas et al., 2008). They mainly exist in the enterohepatic circulation system and produce protective effect through recycling (Ticho et al., 2019). Thus, our findings demonstrated the importance of gut microbiota in the process of disease, too.

## Conclusion

Taken as a whole, salidroside, tyrosol, and hydroxytyrosol intervention for 84 days could ameliorate the features of MetS in female mice fed with HFru diets, as determined by evaluating serum and liver parameters and analyzing the differential metabolite relationship between liver and intestinal bacteria. The results showed that salidroside, tyrosol, and hydroxytyrosol groups could be able to reduce the levels of LDL-C, TG, GLU, and UA in serum as well as XOD, FMO3, and TNF-α activities in the liver. These beneficial effects may be achieved by regulating some metabolites through the gut–liver axis, such as TMAO, bile acid, and amino acid. In addition, gut microbial community analysis showed that supplementation with salidroside, tyrosol, and hydroxytyrosol reduced *Proteobacteria* abundance and increased *Actinobacteria* abundance, and hydroxytyrosol regulated more effectively than salidroside and tyrosol in the mouse gut. This study provides evidence to support the potential use of salidroside, tyrosol, and hydroxytyrosol to prevent MetS and promote these to process into beneficial dietary components in the future.

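Actinobacteria held 3.35% ± 3.59 of the counts (SD, n = 6) in salidroside mice, 4.52% ± 1.97 in tyrosol mice and 2.71% ± 1.78 in hydroxytyrosol mice. Compared with the model group, the share was higher past the threshold in tyrosol mice (difference 3.09 percentage points, exact permutation test, p = 0.011, adjusted p = 0.0685, higher in 33 of 36 pairs). It was not in salidroside mice (difference 1.92, exact permutation test, p = 0.245, higher in 23 of 36 pairs) or hydroxytyrosol mice (difference 1.28, exact permutation test, p = 0.162, higher in 27 of 36 pairs). With Acinetobacter left out of the total, the call for tyrosol was lost (Actinobacteria share, tyrosol vs model, exact permutation p = 0.0628) and the direction for hydroxytyrosol changed, to -1.57 (Actinobacteria share, hydroxytyrosol vs model, exact permutation p = 0.424). With the listed aerobes left out, the difference for hydroxytyrosol was 2.12 and past the threshold. The mean Bray-Curtis distance of hydroxytyrosol mice to the model mice was 0.842 ± 0.0941 (SD, n = 6). It was larger than that of tyrosol mice by 0.206 (exact permutation test, p = 0.022, adjusted p = 0.130) and larger than that of salidroside mice by 0.104, which was within the spread (exact permutation test, p = 0.177). Hydroxytyrosol mice were also spread more widely around their centroid than tyrosol mice, so the larger distance does not by itself measure a larger effect. Whether the 3 treatments differ from one another in the shares of Proteobacteria or Actinobacteria was not tested.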

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE194127.

# Supplementary material for: Natural Phenylethanoid Supplementation Alleviates Metabolic Syndrome in Female Mice Induced by High-Fructose Diet
**Source:** Front Pharmacol. 2022 Jul 19;13:850777. doi: 10.3389/fphar.2022.850777
**Supplement:** Supplementary file 1

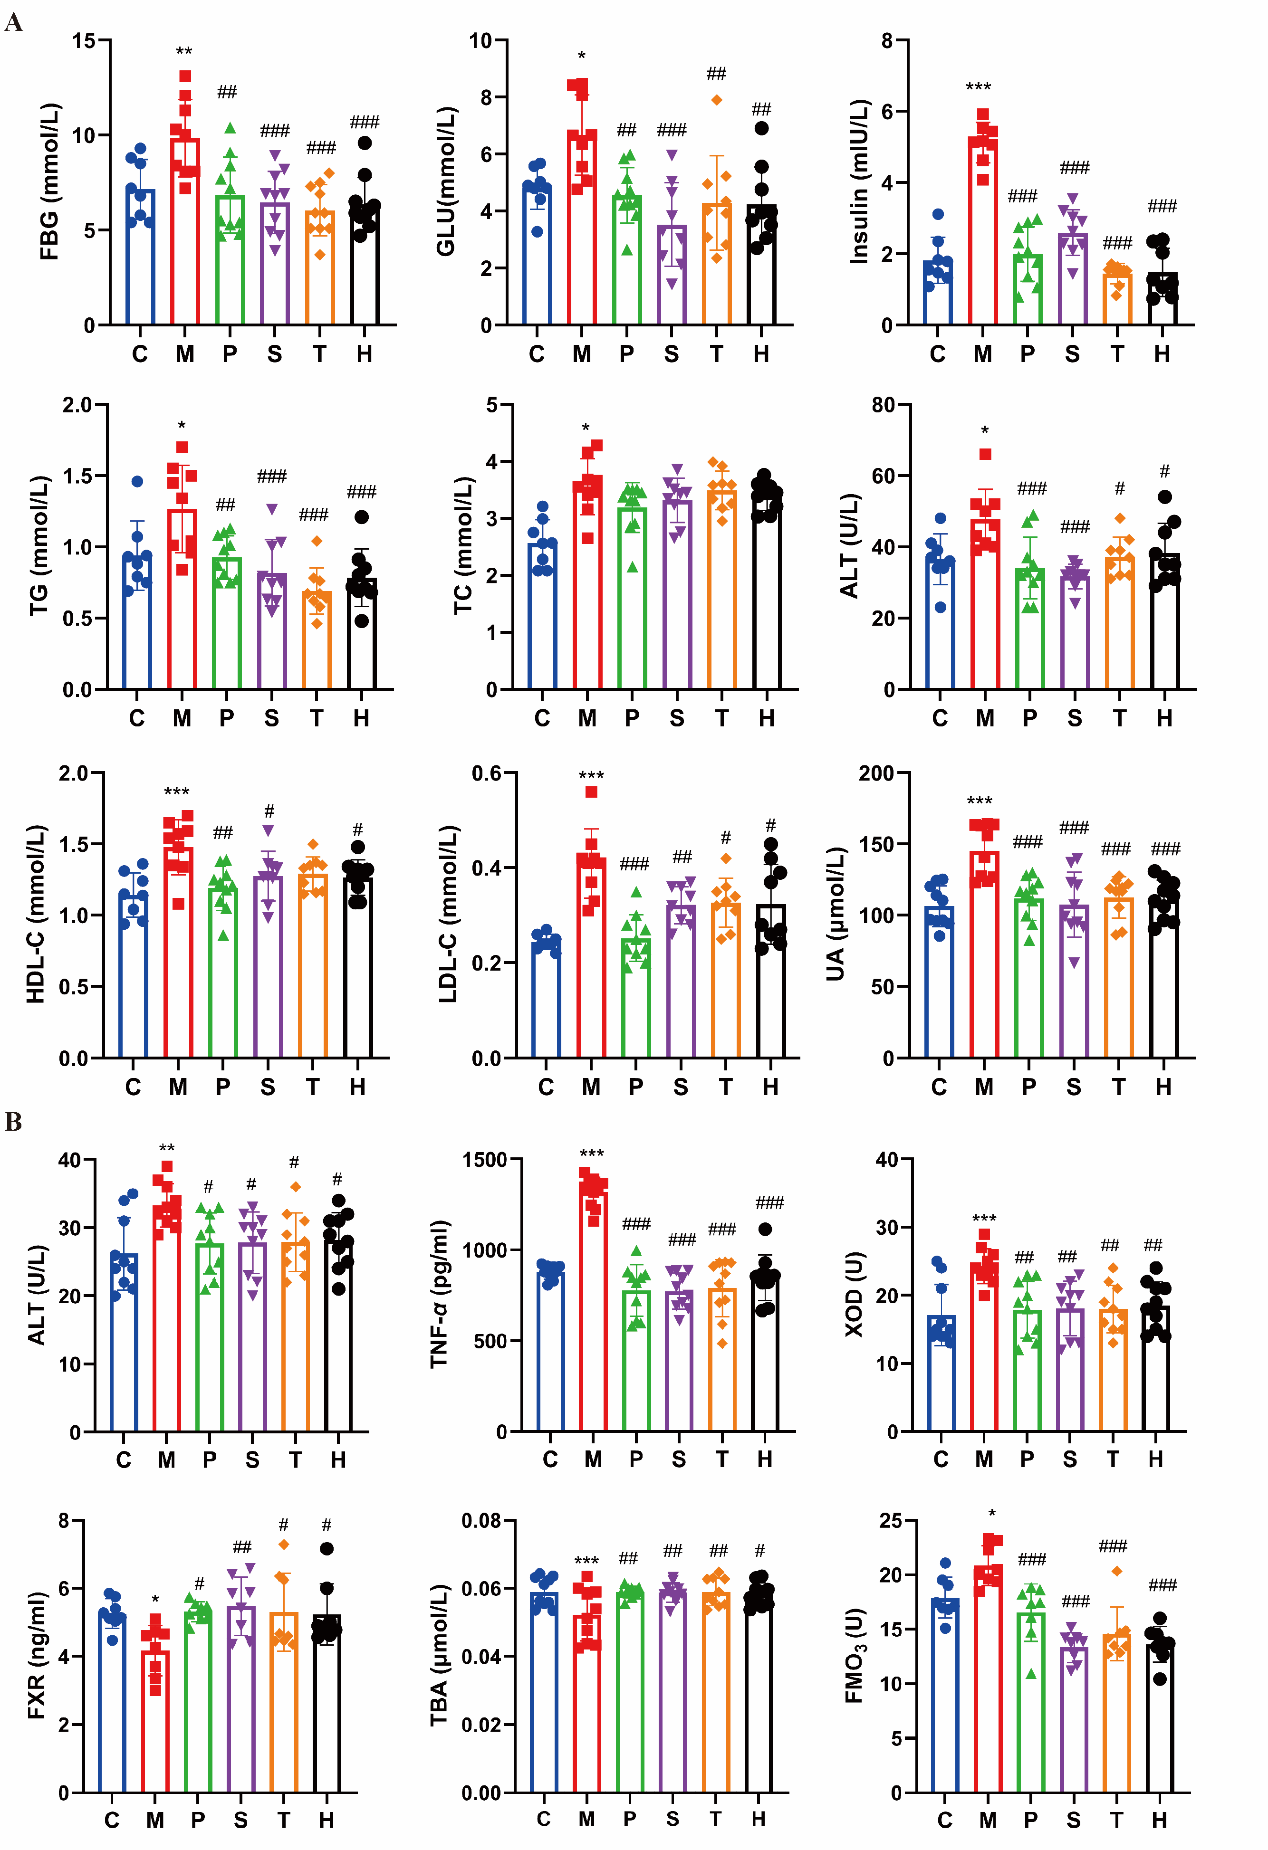

**Figure 1** Effect on fasting blood glucose, serum biochemical indicators (A) and hepatic biochemical indicators (B) in mice. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, *vs* C; ^#^ *P* < 0.05, ^##^ *P* < 0.01, ^###^ *P* < 0.001 *vs* M. C: control; M: model; P: pioglitazone; S: salidroside; T: tyrosol; H: hydroxytyrosol. FBG: fasting blood glucose; ALT: alanine aminotransferase; TC: total cholesterol; TG: triglyceride; HDL-C: high density lipoprotein cholesterol; LDL-C: low density lipoprotein cholesterol; GLU: glucose ; UA: uric acid; INS: insulin; XOD: xanthine oxidase; TNF-α: tumor necrosis factor-α; TBA: total bile acid; FXR: farnesoid X receptor; FMO3: flavin monooxygenase 3.

**Figure 2** Metabolites were identified in the NMR spectrum. (A) The original spectra. (B), (C) and (D) Magnified spectrogram.

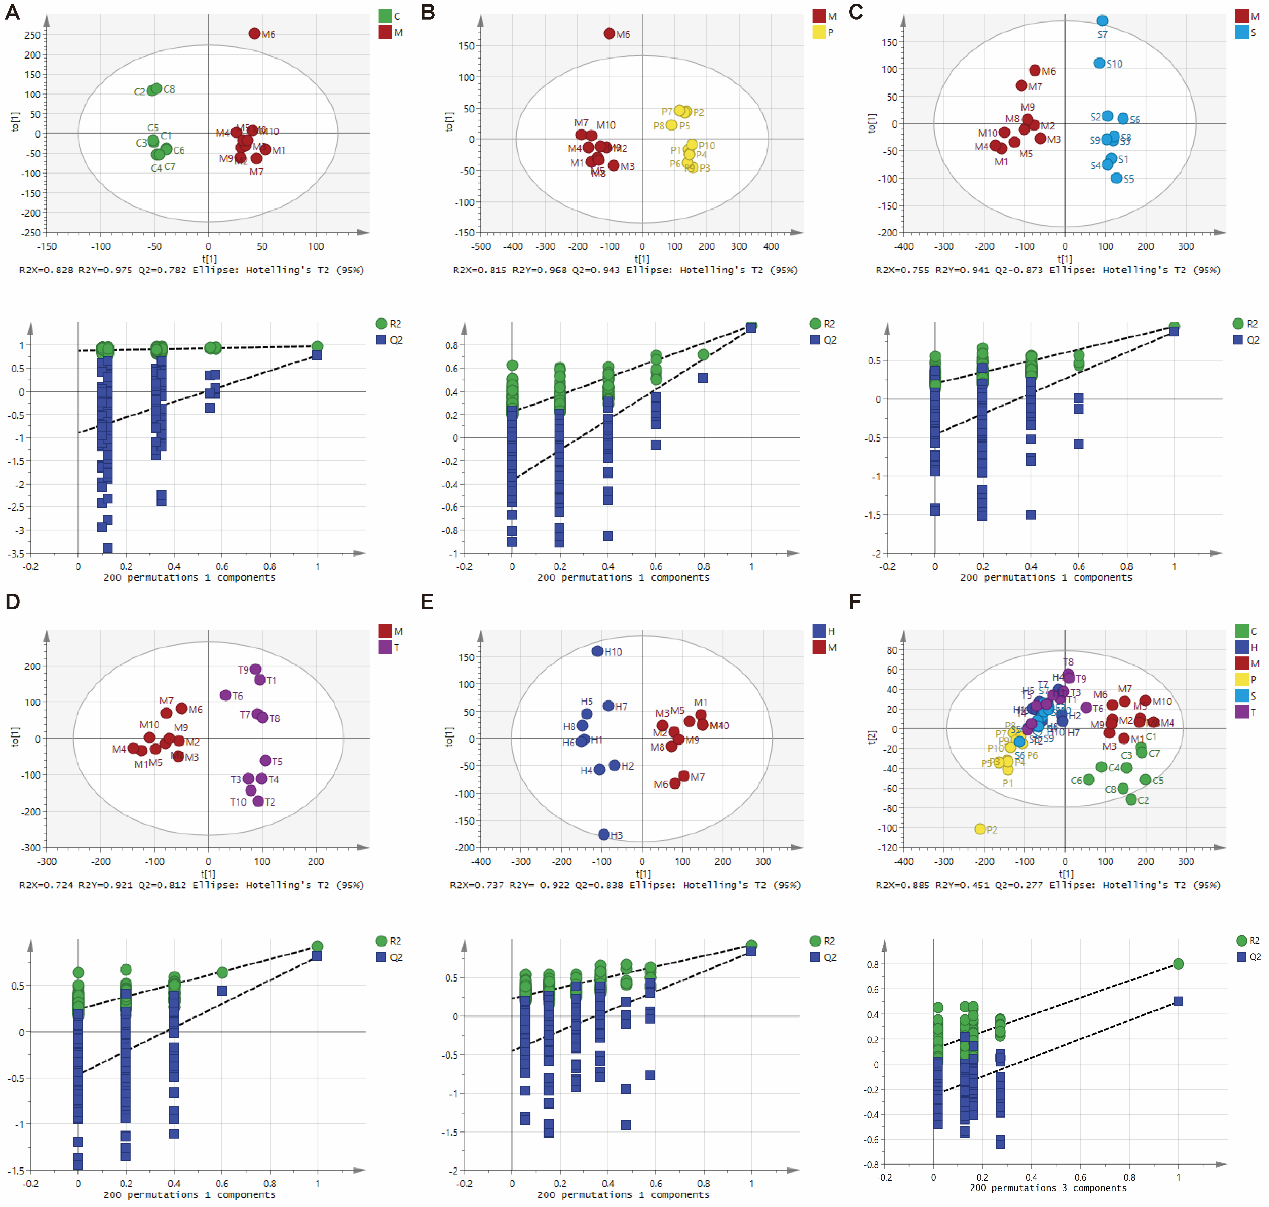

**Figure 3** Score scatter plot of PLS-DA model and Permutation test of OPLS-DA model. (A) C vs M. (B) P vs M. (C) S vs M. (D) T vs M. (E) H vs M. (F) all groups.

The X axis t [1] P denotes the predicted principal component score of the first principal component, the Y axis t [1] O denotes the orthogonal principal component scores in the PLS-DA model. The X axis represents the replacement retention, the Y axis represents the value of R^2^Y or Q^2^, the green dot represents the value of R^2^Y and the blue square represents the value of Q of the replacement test. The dotted lines represent the regression lines of R Y and Q, respectively. C: control; M: model; P: pioglitazone; S: salidroside; T: tyrosol; H: hydroxytyrosol.

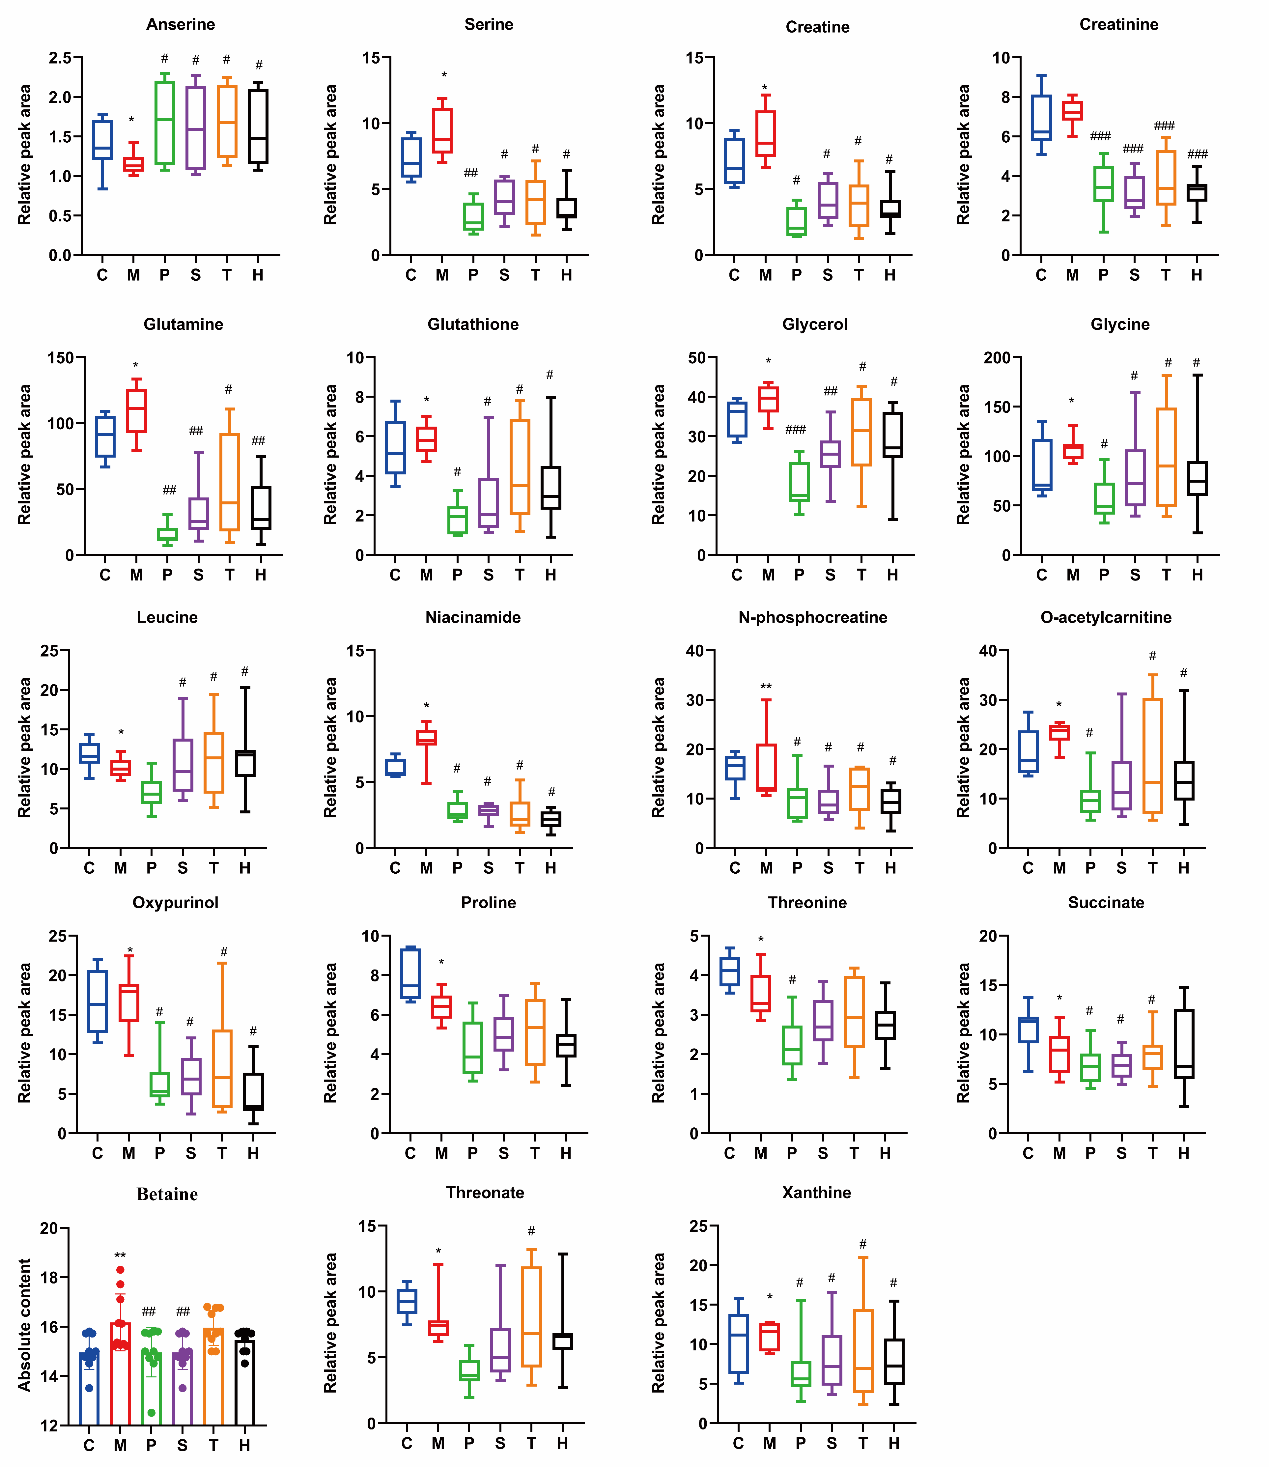

**Figure 4** Other differential metabolites changes in common by boxplot. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, *vs* C; ^#^ *P* < 0.05, ^##^ *P* < 0.01, ^###^ *P* < 0.001 *vs* M. C: control; M: model; P: pioglitazone; S: salidroside; T: tyrosol; H: hydroxytyrosol.

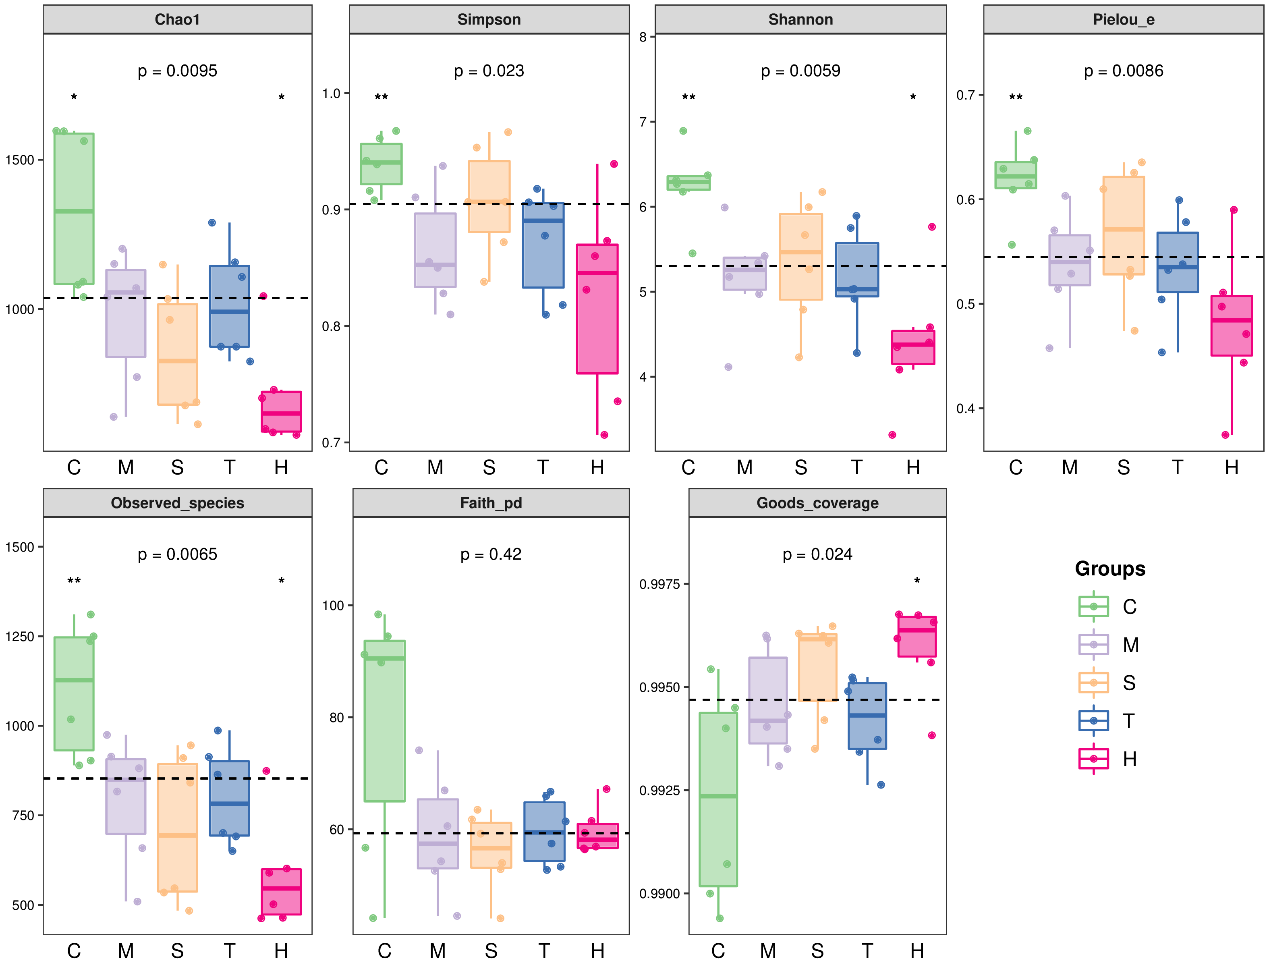

**Figure 5** Alpha diversity index in five groups. C: control; M: model; S: salidroside; T: tyrosol; H: hydroxytyrosol.

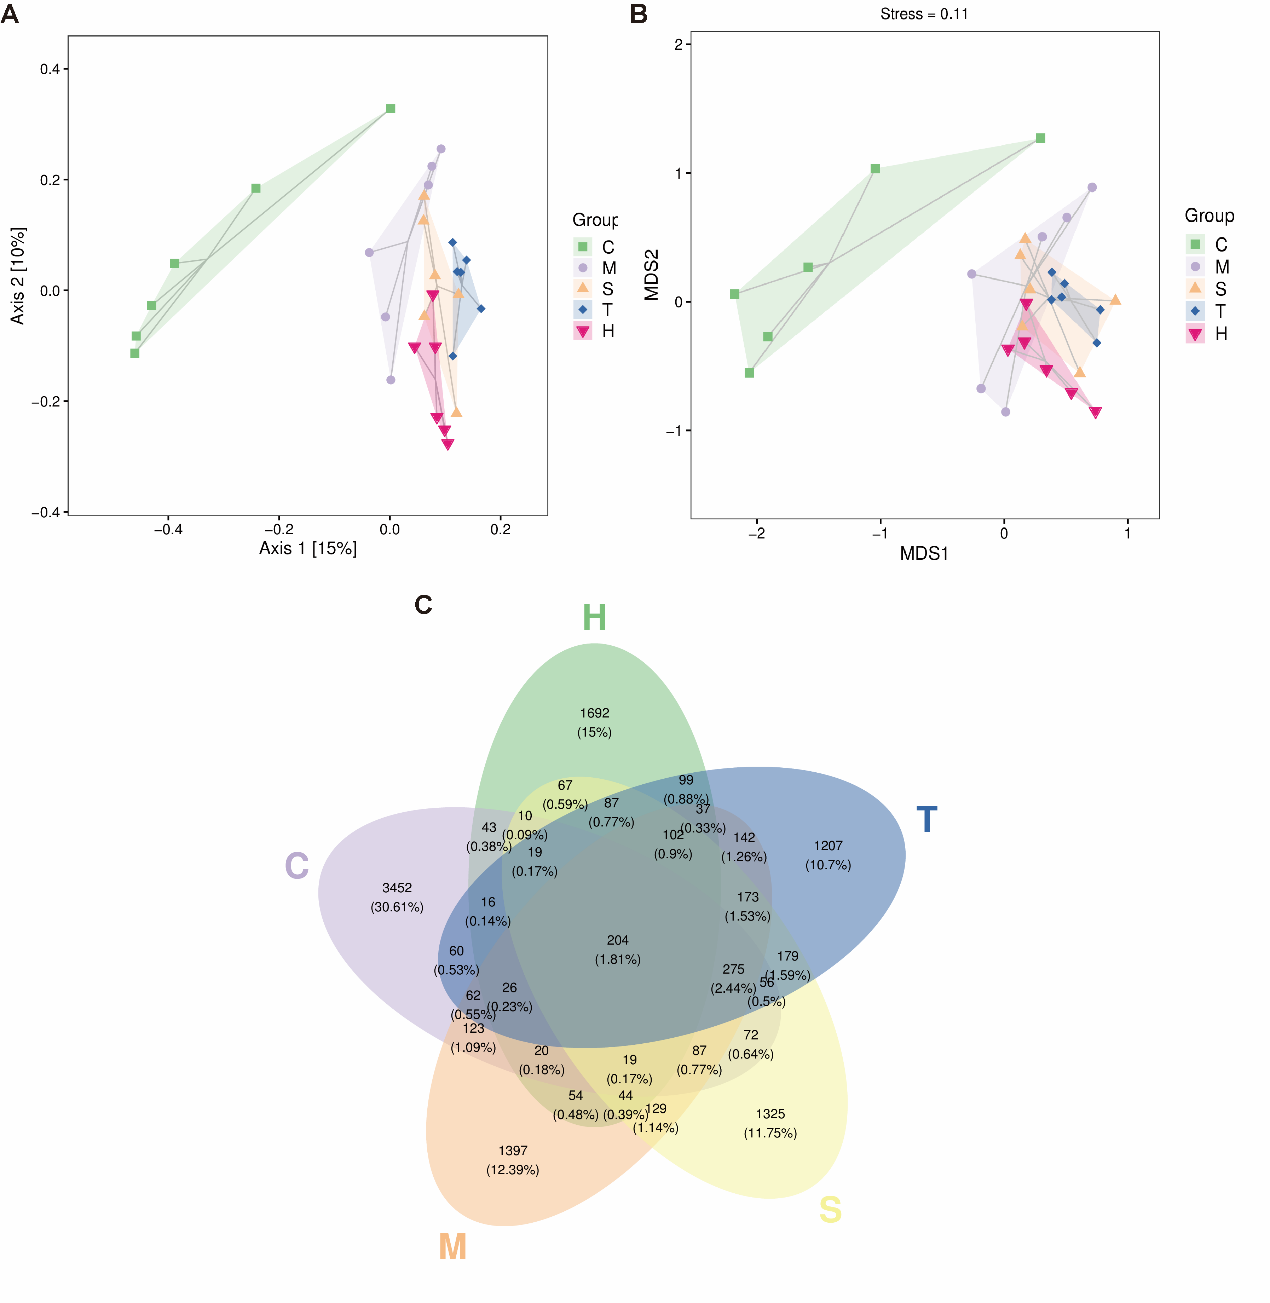

**Figure 6** Salidroside, tyrosol or hydroxytyrosol modulates the composition of gut microbiota. (A) Principal coordinate analysis. (B) Non-metric multidimensional scaling analysis. (C) Venn diagram. C: control; M: model; S: salidroside; T: tyrosol; H: hydroxytyrosol.

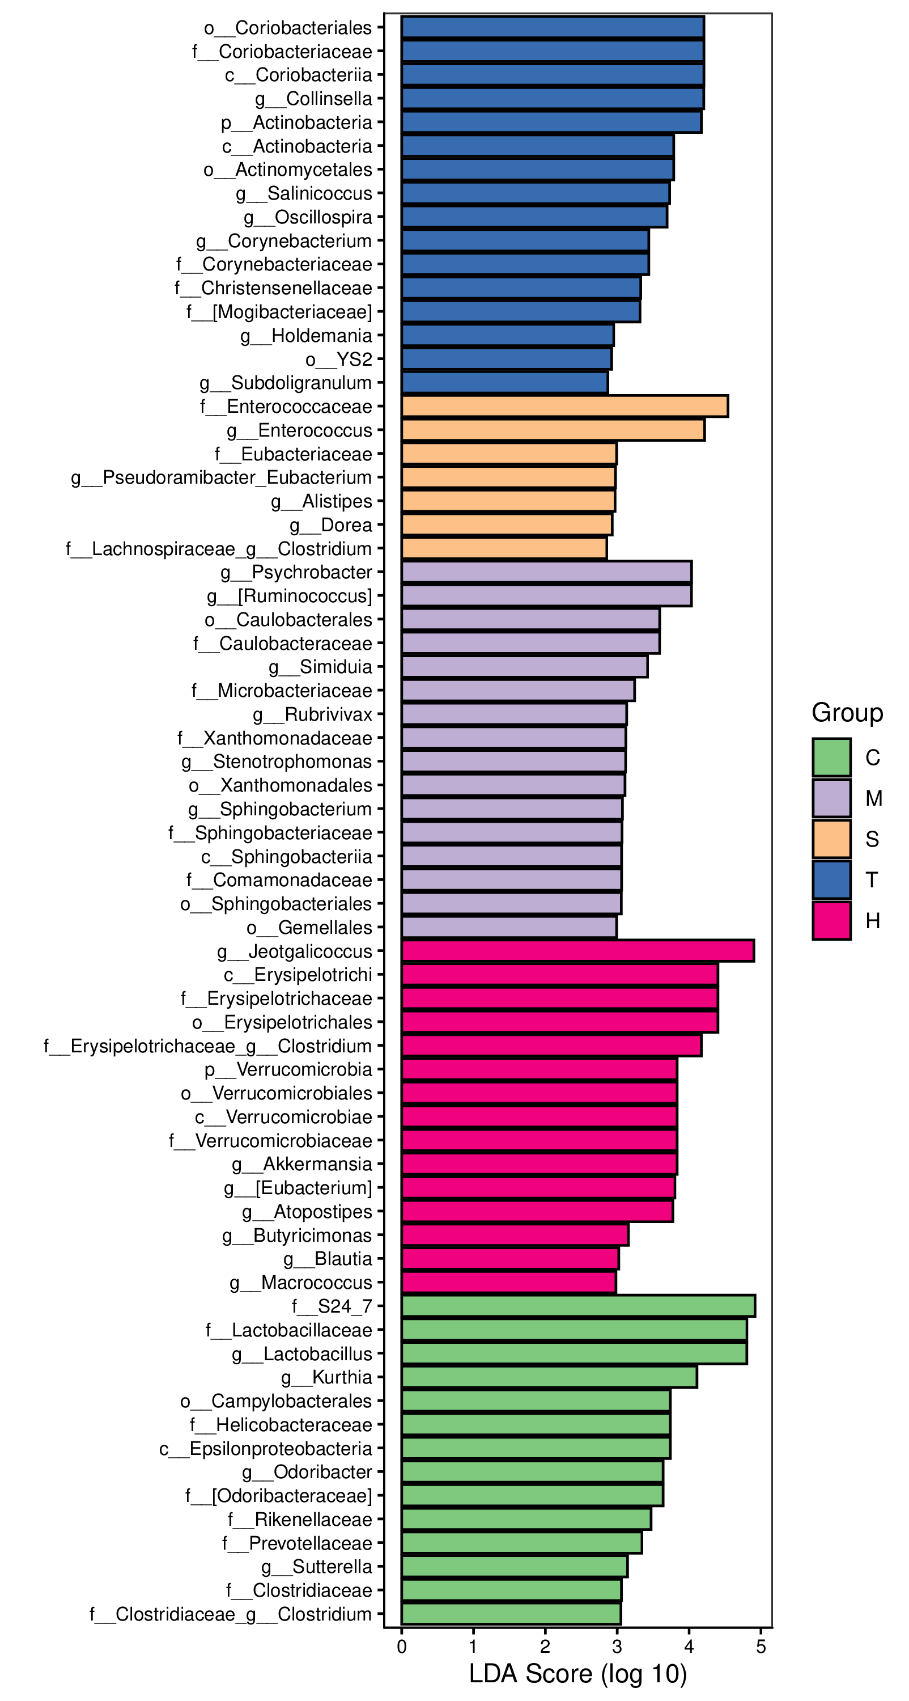

**Figure 7** The threshold of the logarithmic score of LDA analysis was 4.0. C: control; M: model; S: salidroside; T: tyrosol; H: hydroxytyrosol.

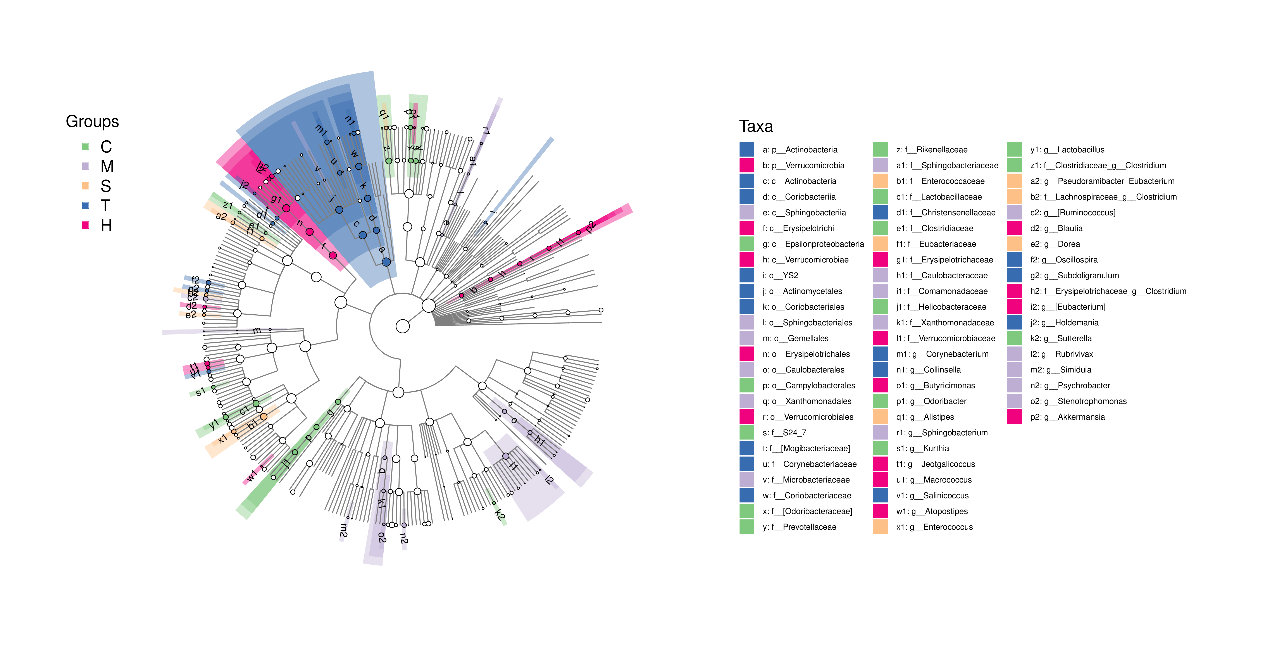

**Figure 8** LEfSe analysis of the dominant biomarker taxaive among the five groups. C: control; M: model; P: pioglitazone; S: salidroside; T: tyrosol; H: hydroxytyrosol.

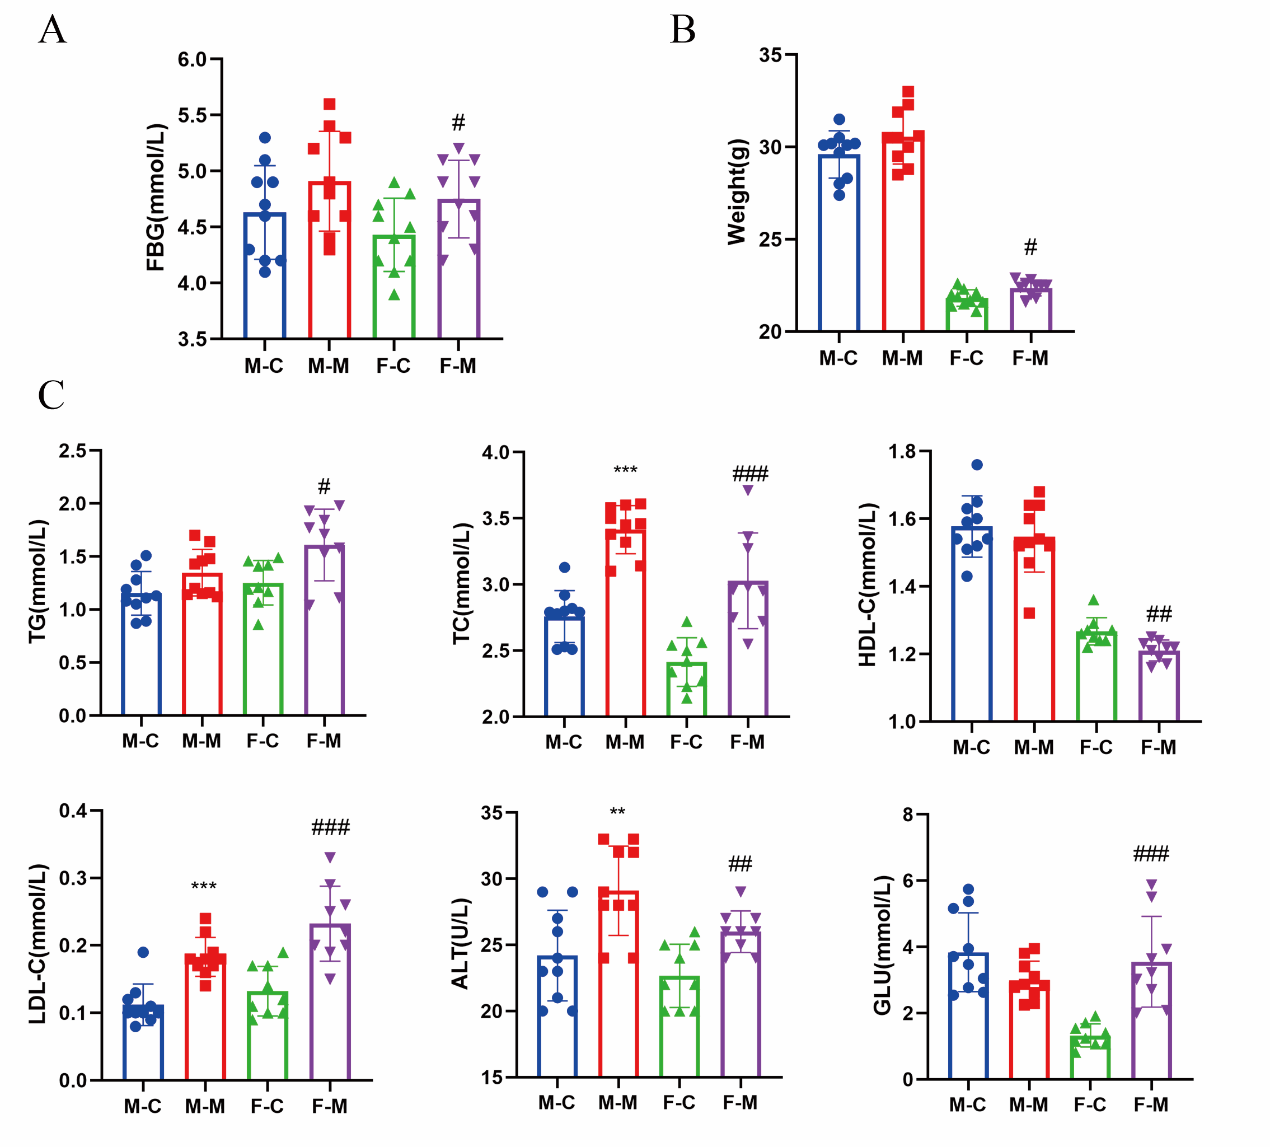

**Figure 9** Fasting blood glucose (A), finial weight (B) and serum TG, TC, HDL-C, LDL-C, ALT, GLU (C) were measured. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, M-M vs M-C; ^#^ *P* < 0.05, ^##^ *P* < 0.01, ^###^ *P* < 0.001 F-M vs F-C. M-C: male mice male mice; M-M: male mice model; F-C: female mice male mice; F-M: female mice mode; M-C: tyrosol. FBG: fasting blood glucose; ALT: alanine aminotransferase; TC: total cholesterol; TG: triglyceride; HDL-C: high density lipoprotein cholesterol; LDL-C: low density lipoprotein cholesterol; GLU: glucose.

**Table 1** Specific information on metabolites identified by NMR

**Table 2** OPLS-DA and 200 permutation test parameter

| Group | R^2^X | R^2^Y | Q^2^ | R^2^ intercepts | Q^2^ intercepts |
| --- | --- | --- | --- | --- | --- |
| C *vs* M | 0.828 | 0.975 | 0.782 | 0.883 | -0.834 |
| P *vs* M | 0.815 | 0.968 | 0.943 | 0.231 | -0.333 |
| S *vs* M | 0.755 | 0.941 | 0.873 | 0.184 | -0.491 |
| T *vs* M | 0.724 | 0.921 | 0.812 | 0.245 | -0.465 |
| H *vs* M | 0.737 | 0.922 | 0.838 | 0.243 | -0.429 |
| All | 0.885 | 0.451 | 0.277 | 0.118 | -0.282 |

**Table 3** Differential metabolites in common between control and model group (differential screening criterion: VIP > 1 and p-value < 0.05).

| metabolites | ppm | p-value | VIP | Fold change |
| --- | --- | --- | --- | --- |
| 3-Hydroxybutyrate | 1.21 | 1.20E-03 | 1.33 | 1.7 |
| Leucine | 0.97 | 3.88E-02 | 1.05 | 1.2 |
| Lactate | 1.34 | 3.88E-02 | 1.38 | 1.2 |
| Threonine | 4.26 | 2.59E-02 | 1.24 | 1.2 |
| Alanine | 3.78 | 4.47E-02 | 1.97 | 0.9 |
| Proline | 4.16 | 4.90E-03 | 1.14 | 1.2 |
| *O*-acetylcarnitine | 2.15 | 4.80E-02 | 1.21 | 1.1 |
| Succinate | 2.41 | 4.28E-02 | 1.24 | 1.3 |
| Trimethylamine | 2.94 | 1.90E-03 | 2.31 | 2.5 |
| Glutathione | 2.95 | 1.70E-03 | 1.09 | 1.2 |
| Glutamine | 3.75 | 3.23E-02 | 3.84 | 0.8 |
| Creatine | 3.94 | 3.75E-02 | 1.25 | 0.8 |
| Creatinine | 4.04 | 3.91E-02 | 1.02 | 1.2 |
| Choline | 3.22 | 1.43E-02 | 1.16 | 1.4 |
| Phosphorylcholine | 3.23 | 3.81E-02 | 6.24 | 2.4 |
| GPC | 3.27 | 1.69E-02 | 4.99 | 2.1 |
| Taurine | 3.32 | 5.90E-03 | 7.96 | 2.7 |
| TMAO | 3.29 | 2.23E-02 | 4.70 | 1.5 |
| Glycerol | 3.56 | 3.83E-02 | 1.73 | 0.9 |
| Glycine | 3.58 | 1.20E-03 | 5.83 | 1.3 |
| *N*-phosphocreatine | 3.92 | 7.30E-03 | 3.83 | 2.5 |
| Threonate | 4.02 | 3.91E-02 | 1.02 | 1.2 |
| Inosine | 4.29 | 2.00E-03 | 1.08 | 1.2 |
| Glucose | 4.68 | 2.90E-02 | 2.03 | 0.8 |
| Serine | 3.96 | 2.91E-02 | 1.23 | 0.8 |
| Anserine | 6.83 | 4.29E-09 | 1.25 | 17.3 |
| Xanthine | 7.94 | 3.10E-03 | 1.63 | 1.3 |
| Oxypurinol | 8.30 | 4.48E-02 | 1.43 | 1.2 |
| Niacinamide | 8.29 | 1.00E-03 | 1.27 | 0.7 |

**Table 4** Differential metabolites in common between pioglitazone and model group (differential screening criterion: VIP > 1 and p-value < 0.05).

| metabolites | ppm | p-value | VIP | Fold change |
| --- | --- | --- | --- | --- |
| Leucine | 0.97 | 7.00E-04 | 1.05 | 0.7 |
| Valine | 1.05 | 1.04E-07 | 1.14 | 0.4 |
| 3-Hydroxybutyrate | 1.21 | 2.00E-04 | 1.03 | 2.1 |
| Lactate | 1.34 | 1.51E-10 | 3.72 | 0.2 |
| Alanine | 1.50 | 2.06E-08 | 3.09 | 0.3 |
| Acetate | 1.93 | 3.25E-02 | 1.30 | 0.7 |
| *O*-acetylcarnitine | 2.15 | 4.01E-08 | 1.55 | 0.4 |
| Succinate | 2.41 | 1.00E-04 | 2.05 | 0.3 |
| Trimethylamine | 2.94 | 1.70E-03 | 1.16 | 0.6 |
| Glutathione | 2.95 | 1.71E-09 | 1.09 | 0.3 |
| Isoleucine | 3.67 | 1.84E-05 | 2.00 | 0.3 |
| Creatine | 3.94 | 2.28E-02 | 1.44 | 0.4 |
| Choline | 3.22 | 4.75E-02 | 1.39 | 1.6 |
| Phosphorylcholine | 3.23 | 1.50E-03 | 1.46 | 0.5 |
| Carnitine | 3.24 | 4.71E-09 | 2.29 | 0.3 |
| GPC | 3.27 | 2.44E-11 | 5.67 | 0.1 |
| Taurine | 3.32 | 1.66E-05 | 3.43 | 0.6 |
| TMAO | 3.29 | 3.48E-10 | 6.38 | 0.2 |
| Glycerol | 3.56 | 4.73E-12 | 4.16 | 0.2 |
| Glycine | 3.58 | 1.52E-12 | 4.61 | 0.2 |
| *N*-phosphocreatine | 3.92 | 5.69E-05 | 1.09 | 0.6 |
| Threonate | 4.02 | 1.20E-05 | 1.02 | 0.5 |
| Inosine | 4.29 | 1.92E-08 | 1.02 | 0.3 |
| Glucose | 5.28 | 1.40E-12 | 5.67 | 0.1 |
| Glucose-1Phosphate | 5.45 | 1.60E-03 | 2.02 | 0.1 |
| Oxypurinol | 8.30 | 1.53E-06 | 1.35 | 0.4 |

**Table 5** Differential metabolites in common between salidroside and model group (differential screening criterion: VIP > 1 and p-value < 0.05).

| metabolites | ppm | p-value | VIP | Fold change |
| --- | --- | --- | --- | --- |
| Leucine | 0.97 | 3.02E-02 | 1.05 | 0.8 |
| Valine | 1.05 | 9.70E-03 | 1.07987 | 0.6 |
| 3-Hydroxybutyrate | 1.21 | 4.91E-05 | 1.03499 | 2.1 |
| Lactate | 1.34 | 4.55E-06 | 9.1998 | 0.4 |
| Alanine | 1.50 | 1.01E-06 | 3.4204 | 0.3 |
| Acetate | 1.93 | 2.61E-02 | 1.14284 | 0.7 |
| Succinate | 2.41 | 2.21E-04 | 2.44144 | 0.3 |
| Trimethylamine | 2.94 | 1.10E-05 | 1.01337 | 0.5 |
| Isoleucine | 3.67 | 1.11E-03 | 2.06442 | 0.4 |
| Creatine | 3.94 | 1.11E-02 | 1.43708 | 0.4 |
| Creatinine | 4.04 | 9.73E-10 | 1.00699 | 0.4 |
| Choline | 3.22 | 2.52E-02 | 1.46077 | 0.9 |
| Phosphorylcholine | 3.23 | 5.78E-03 | 1.64824 | 0.5 |
| Carnitine | 3.24 | 5.15E-07 | 2.53721 | 0.4 |
| GPC | 3.27 | 2.95E-07 | 5.93414 | 0.3 |
| Taurine | 3.32 | 1.86E-04 | 4.15104 | 0.6 |
| TMAO | 3.29 | 7.86E-06 | 6.25229 | 0.4 |
| Glycerol | 3.56 | 1.88E-07 | 4.31977 | 0.3 |
| Glycine | 3.58 | 6.30E-07 | 4.65643 | 0.4 |
| *N*-phosphocreatine | 3.92 | 3.57E-02 | 1.08698 | 0.7 |
| Inosine | 4.29 | 2.13E-06 | 1.09462 | 0.4 |
| Glucose | 5.28 | 9.95E-07 | 5.78075 | 0.3 |
| Serine | 3.96 | 3.97E-03 | 1.80021 | 0.3 |
| Glucose-1-phosphate | 5.45 | 3.93E-02 | 1.85994 | 0.3 |
| Fumarate | 6.53 | 3.47E-05 | 1.01767 | 0.3 |
| Oxypurinol | 8.30 | 5.18E-06 | 1.54698 | 0.4 |

**Table 6** Differential metabolites in common between tyrosol and model group (differential screening criterion: VIP > 1 and p-value < 0.05).

| metabolites | ppm | p-value | VIP | Fold change |
| --- | --- | --- | --- | --- |
| 3-Hydroxybutyrate | 1.21 | 3.71E-04 | 1.15266 | 1.8 |
| Lactate | 1.34 | 1.17E-04 | 9.99113 | 0.3 |
| Threonine | 4.26 | 1.00E-04 | 1.24 | 0.8 |
| Alanine | 1.50 | 2.31E-04 | 3.66636 | 0.4 |
| Acetate | 1.93 | 2.79E-02 | 1.52119 | 0.6 |
| *O*-acetylcarnitine | 2.15 | 9.43E-03 | 1.02267 | 0.5 |
| Succinate | 2.41 | 1.66E-03 | 2.66336 | 0.4 |
| Trimethylamine | 2.94 | 7.74E-03 | 1.01337 | 0.5 |
| Glutathione | 4.04 | 3.88E-07 | 1.01229 | 0.4 |
| Choline | 3.22 | 4.44E-03 | 1.43551 | 0.8 |
| Phosphorylcholine | 3.23 | 5.40E-06 | 1.42317 | 0.6 |
| Carnitine | 3.24 | 1.64E-06 | 2.82375 | 0.4 |
| GPC | 3.27 | 1.03E-03 | 6.0084 | 0.4 |
| Taurine | 3.32 | 8.55E-03 | 4.40552 | 0.5 |
| TMAO | 3.29 | 5.21E-03 | 6.1719 | 0.6 |
| Glycine | 3.58 | 1.46E-03 | 4.682 | 0.4 |
| *N*-phosphocreatine | 3.92 | 3.73E-02 | 1.17662 | 0.8 |
| Inosine | 4.29 | 1.62E-04 | 1.20917 | 0.3 |
| Glucose | 5.28 | 2.90E-03 | 5.65135 | 0.4 |

**Table 7** Differential metabolites in common between hydroxytyrosol and model group (differential screening criterion: VIP > 1 and p-value < 0.05).

| metabolites | ppm | p-value | VIP | Fold change |
| --- | --- | --- | --- | --- |
| 3-Hydroxybutyrate | 1.21 | 3.71E-04 | 1.15266 | 1.8 |
| Lactate | 1.34 | 1.17E-04 | 9.99113 | 0.3 |
| Threonine | 4.26 | 1.00E-04 | 1.24 | 0.8 |
| Alanine | 1.50 | 2.31E-04 | 3.66636 | 0.4 |
| Acetate | 1.93 | 2.79E-02 | 1.52119 | 0.6 |
| *O*-acetylcarnitine | 2.15 | 9.43E-03 | 1.02267 | 0.5 |
| Succinate | 2.41 | 1.66E-03 | 2.66336 | 0.4 |
| Trimethylamine | 2.94 | 7.74E-03 | 1.01337 | 0.5 |
| Glutathione | 4.04 | 3.88E-07 | 1.01229 | 0.4 |
| Choline | 3.22 | 4.44E-03 | 1.43551 | 0.8 |
| Phosphorylcholine | 3.23 | 5.40E-06 | 1.42317 | 0.6 |
| Carnitine | 3.24 | 1.64E-06 | 2.82375 | 0.4 |
| GPC | 3.27 | 1.03E-03 | 6.0084 | 0.4 |
| Taurine | 3.32 | 8.55E-03 | 4.40552 | 0.5 |
| TMAO | 3.29 | 5.21E-03 | 6.1719 | 0.6 |
| Glycine | 3.58 | 1.46E-03 | 4.682 | 0.4 |
| *N*-phosphocreatine | 3.92 | 3.73E-02 | 1.17662 | 0.8 |
| Inosine | 4.29 | 1.62E-04 | 1.20917 | 0.3 |
| Glucose | 5.28 | 2.90E-03 | 5.65135 | 0.4 |

How the deposited data were processed for this re-analysis (not part of the article)

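Feces of 30 female mice, 6 in each of 5 groups, were analysed by sequencing of the 16S rRNA gene. The groups were control mice, model mice on the high-fructose diet, and mice on that diet given salidroside, tyrosol or hydroxytyrosol. The pioglitazone group of the paper is not analysed here. Groups and replicate numbers were taken from the sample labels, and a mouse is called by its group and replicate number. These are the numbers of the sample titles, and the tables carry other numbers in the model, salidroside and hydroxytyrosol groups. The labels give no sequencing batch and no cage.

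The counts values are raw counts per sequence, which the authors made by merging reads, filtering them for quality, removing chimeric sequences and assigning a taxon to each sequence, without normalization. As deposited, there are 3 such tables. The unfiltered table holds 24171 sequences with counts in these mice, and its totals equal the reads left after chimera removal. The filtered table holds 12980 sequences with counts in these mice, and its totals equal the reads left after the authors removed singletons. The remaining table was rarefied by the authors to 39768 counts per mouse and holds 11278 sequences. The authors' log lists a denoising step, which the paper's methods do not describe, and the sequences are called amplicon sequence variants (ASVs) here. The version of the taxonomy is not stated. Of the counts in the filtered table, 15.1% carry no named genus. In the 75 pairs of mice within a group, 0 pairs had identical counts.

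The filtered table held between 41862 and 106609 counts per mouse. The share of a taxon in a single mouse is given with a 95% Wilson interval, and a count of 0 allows up to 3 counts. These limits cover counting error only, since the reads carry no molecular identifiers.

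Alpha diversity (Shannon index in base 2, Simpson's index, bias-corrected Chao1, observed species, Pielou evenness and Good's coverage) and distances were computed from the rarefied table, and shares and counts per genus from the filtered table. Faith's phylogenetic diversity and UniFrac need a tree and were not computed. Model mice were compared with control mice, and each treated group with model mice, by two-sided exact permutation tests of the difference in means. Kruskal-Wallis statistics across the 5 groups were tested with 100000 resamples. Bray-Curtis distances were tested by exact PERMANOVA for pairs of groups and by random permutations for all 5 groups, and the spread around group centroids by exact permutation tests. The distance of a mouse to the control or the model mice was the mean over the 6 mice of that group. The Firmicutes-to-Bacteroidetes ratio was taken on the log2 scale with 1 count added to each. Counts per genus were compared with edgeR's quasi-likelihood test after TMM normalization, over genera with at least 10 counts in at least 4 of the 12 mice of a comparison. The LEfSe-type analysis used a permutation Kruskal-Wallis test per taxon and a linear discriminant analysis on 30 bootstraps of 20 mice, with a score above 4.0. Each taxon was assigned to the group with its highest mean share. Adjusted p-values are Benjamini-Hochberg adjusted. A p under 0.05 is called past the threshold.

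The taxa named are the 5 phyla and 13 genera that the paper's text names in its microbiota results and discussion, and [Ruminococcus], a separate genus of similar name, which makes 14 genera. For each comparison, up to 3 genera with the largest rise and up to 3 with the largest fall were added, among those with an adjusted p under 0.05 in edgeR whose shares did not overlap between the 6 and 6 mice. Lists of genera (obligate aerobes, facultative anaerobes and obligate anaerobes) were written from general knowledge before the data were examined, and their shares are given in the closing section.

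The alternatives were the other tables, rarefying to 10000 counts, Jaccard distance, square-root shares, genus level, mean ranks and log10 shares in place of mean shares, totals without Acinetobacter or without the listed obligate aerobes, 0.5 or 10 counts added to the ratio, and presence in 2 mice or with 2 counts for shared sequences. For counts per genus they were no TMM, TMM with singleton pairing, DESeq2 with poscounts size factors, centred log-ratios (0.5 added) with limma, no filter, a minimum of 50 counts, all 30 mice in one model and the level of single sequences. For the LEfSe-type analysis they were scores above 2.0 and 3.0, chi-square p-values and adjustment over the taxa. Permutations within replicate numbers and leaving out each mouse in turn were also run. With groups of 5 and 6, the doubled one-sided exact p, equal to the two-sided p for 6 and 6, was computed beside it, a choice made after the results were seen. These were set before the data were examined. Indices at genus level and the chi-square form of the test across the 5 groups were added afterwards. At genus level, counts without a genus name were kept under their family and counted as genera.

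The procedures were tested on simulated data. On normally distributed values of equal spread, the exact test of 6 against 6 called 4.85% of 2000 simulated comparisons without a difference and 87.5% of those with a difference of 2 SD. Many shares here are skewed and of unequal spread, so this is not the power for them. Exact PERMANOVA called 6.5% of 200 simulated sets of 50 features without a difference. With 15 of the 50 raised 4-fold it called 92%, a setting with far fewer features than these ASVs. For edgeR, 20 sets were simulated per setting with the spread of these mice. In sets without any changed genus it called 0 of 1857 genera. It called 4 of 363 genera changed 8-fold (1.10%) and 173 of 336 genera changed 64-fold (51.5%). In the 8-fold sets it also called 1 unchanged genus, and in the 64-fold sets 4.

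The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, MASS 7.3.60.0.1 and vegan 2.7.1. The numbers of taxa per rank that the authors list for each mouse equal the named taxa of the rarefied table in all 30 mice, and were used for model mouse 2. The other measurements of the paper (body weight, blood and liver biochemistry, liver histology and liver metabolites by NMR) are not analysed here.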

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

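In this part, the tests on the number of phyla, on unclassified Enterococcaceae and on the marker bacteria of control mouse 6 and model mouse 6 were chosen only after the results were seen. Single mice far from the rest of their group were searched for in 131 groups of 6 values, by the gap of the highest or lowest mouse over the range of the group. Of these, 24 groups held such a mouse, where chance gives about 6.55, and the mouse was the highest in 23 and the lowest in 1. They belong to 13 mice. A share with a few high mice is skewed, so this rule marks shares more often than values with an even spread.

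For richness, hydroxytyrosol mouse 2 had 881 observed species, and the other 5 mice of its group had 456 to 610 (mean 527). For phyla, model mouse 6 held 78.2% Firmicutes (95% Wilson interval 77.9 to 78.5), against 5.75 to 30.0% in the other model mice (mean 21.2). Model mouse 1 held 5.36% (5.21 to 5.51) Verrucomicrobia, against 0.00307 to 0.751% (mean 0.210), and the same 5.36% of Akkermansia, the genus that makes up this phylum in that mouse.

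Sporosarcina stood out in 3 mice, 41.9% (41.6 to 42.2) in model mouse 6 against at most 0.0348% in the others, 28.0% (27.7 to 28.3) in salidroside mouse 4 against at most 0.381%, and 43.1% (42.8 to 43.5) in hydroxytyrosol mouse 4 against at most 2.19%. Without these mice the group means were 0.00773%, 0.0914% and 0.506%. Staphylococcus held 17.2% (16.9 to 17.4) in salidroside mouse 3 against 0.298 to 6.40% (mean 1.75), and 41.6% (41.3 to 41.9) in tyrosol mouse 6 against 1.54 to 10.5% (mean 4.91). [Ruminococcus] held 13.8% (13.6 to 14.1) in model mouse 6 against 0.0809 to 0.607% (mean 0.266), 1.60% (1.52 to 1.69) in salidroside mouse 4 against 0.0348 to 0.523% (mean 0.269), and 0.170% (0.144 to 0.200) in control mouse 6 against at most 0.0501% (mean 0.0234). Kurthia held 10.3% (10.0 to 10.5) in hydroxytyrosol mouse 2 against at most 0.00503% (mean 0.00101), and 0.597% (0.550 to 0.649) in salidroside mouse 6 against at most 0.0643% (mean 0.0133).

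Lactobacillus held 36.2% (35.9 to 36.5) in control mouse 3 against 3.39 to 13.5% (mean 9.51). Jeotgalicoccus held 0.375% (0.336 to 0.419) in control mouse 6 against at most 0.0419% (mean 0.0184). Enterococcus held 1.59% (1.50 to 1.68) in control mouse 5 against at most 0.101% (mean 0.0352). Shigella held 3.86% (3.74 to 3.98) in tyrosol mouse 5 against 0.0318 to 0.442% (mean 0.216), and Oscillospira 0.989% (0.926 to 1.06) in model mouse 1 against at most 0.304% (mean 0.174). The smallest of these values rest on few counts: Collinsella with 3 counts, 0.00359% (0.00122 to 0.0105), in control mouse 6 and 6 counts, 0.00598% (0.00274 to 0.0130), in model mouse 6, and Fusobacterium with 3 counts, 0.00325% (0.00110 to 0.00955), in model mouse 2, where the other 5 mice of each group had 0.

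Library size was tested as an explanation for these mice. Of the 13 mice, 5 are the deepest or the shallowest of their group, where 4.33 are expected if depth plays no part. With 13 mice, an effect of depth cannot be told apart from none. Mislabelled mice were tested by distance. Of the 13 mice, 8 lay nearer to another group than to their own, against 3 of the other 17 mice. Since groups overlap and a mouse with an unusual share lies farther from its own group by construction, a mislabelled mouse cannot be told apart from a mouse that differs from its group. The design gives no condition that differs within a group, so no biological explanation was tested.

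Model mouse 6 had a mean Bray-Curtis distance of 0.977 to the control mice, where the other model mice had 0.852 to 0.877. It lay nearer to the hydroxytyrosol mice than to the other model mice. A treated mouse under a model label would be predicted to hold Collinsella as every treated mouse does. It held 0.00598% Collinsella, where the lowest treated mouse held 0.0523%, and 754 counts of Akkermansia. This speaks against that explanation, but rests on 1 library and on a genus picked from the same data, so a mislabelled mouse cannot be told apart from an unusual one here.

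Control mouse 6 had a mean Bray-Curtis distance of 0.592 to the model mice, where the other control mice had 0.879 to 0.965. A mouse of another group under its label would be predicted to hold Akkermansia and no unclassified Helicobacteraceae. Control mouse 6 had 0 counts of Akkermansia. The lowest mouse outside the control group had 3, which is not told apart from 0 at this depth, so Akkermansia decides nothing here. Control mouse 6 held 0.900% unclassified Helicobacteraceae, where the highest mouse outside the control group held 0.326%. This share speaks against that explanation, but it comes from 1 library and from a taxon picked from the same data. The explanation stays open and cannot be told apart from an unusual control mouse. No mouse was left out of any main comparison on these grounds.

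In data that the paper does not discuss, model mouse 2 held 19 named phyla in the filtered table, where the next mouse held 15 and the median mouse 9. It also held 113 named genera, where the next mouse held 85. In the table rarefied to one depth it held 19 named phyla, where the next mouse held 14, and 107 named genera, where the next held 79. Counted at one depth, the difference stays, which argues against library size as the cause. Reads from another sample or from the environment were not tested, and no biological explanation was tested.

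Christensenella, which the paper does not name, held 0.0409% ± 0.0236 (SD over 6 mice) in tyrosol mice and had 0 counts in control and model mice. In hydroxytyrosol mice it held 0.0145% on average, with more than 3 counts in 4 mice, so it is not restricted to tyrosol. At even depth, 5 of the 6 tyrosol mice kept more than 3 counts, which argues against deeper libraries as the cause. An effect of the treatment stays open as a hypothesis, since it was found and tested on the same mice and since no label separates treatment from cage.

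Unclassified Enterococcaceae held 0.330% ± 0.253 (SD over 6 mice) in model mice and 0.0132% in control mice. If counts had moved from named Enterococcus to the unclassified part, named Enterococcus would be lower in model mice. Its share was higher in model mice by 3.39 percentage points (exact permutation test, p = 0.019, higher in 33 of 36 pairs), which argues against such a move of counts only. Its log2 fold change from edgeR was 4.22, in the same direction and not past the threshold (edgeR adjusted p = 0.0718). The edgeR call for the unclassified part was lost without any 1 of 5 mice. Both parts were higher on average in model mice, so a change of the unclassified part apart from named Enterococcus is not shown. An effect of the diet stays open as a hypothesis from the same data, and diet is not separated from cage in the labels.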

How the results depend on the processing

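The chi-square form of the test across the 5 groups and the indices at genus level were added after the data were examined, and the other alternatives were set before. Where no sentence gives a reason for a change, the cause was not tested. Over 157 results and 1108 values from alternatives other than leaving out a mouse, 904 kept their direction and their side of the threshold, 44 lost a call, 33 gained one, 82 changed direction and 45 counts or values without a test moved. Over the 1728 values with 1 mouse left out, 1502 kept both, 73 lost a call, 30 gained one, 103 changed direction and 20 counts moved.

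Values are differences between groups unless named otherwise. Shannon, Simpson and Pielou evenness of model against control mice kept their calls in these 3 tables. In the filtered table without rarefying, calls at 0.05 were lost at -297 (observed species, model vs control). There, calls were gained at 0.00123 (Good's coverage, model vs control), -278 (observed species, hydroxytyrosol vs model) and 0.000497 (Good's coverage, hydroxytyrosol vs model). There, directions changed, to -0.000350 (Good's coverage, salidroside vs model). With the unfiltered table, calls at 0.05 were lost at -309.5 (Chao1, hydroxytyrosol vs model). There, calls were gained at -1029 (Chao1, model vs control) and 0.00648 (Good's coverage, model vs control). There, directions changed, to -0.000896 (Good's coverage, salidroside vs model) and -0.000148 (Good's coverage, hydroxytyrosol vs model). After rarefying to 10000 counts, calls at 0.05 were lost at -197 (Chao1, hydroxytyrosol vs model). There, calls were gained at -271 (Chao1, model vs control) and 0.00783 (Good's coverage, model vs control). There, directions changed, to 0.00291 (Shannon, tyrosol vs model).

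With taxa summed to genera, calls at 0.05 were lost at -0.537 (Shannon, model vs control), -0.185 (Simpson, model vs control), -0.0994 (Pielou evenness, model vs control) and -21.1 (Chao1, hydroxytyrosol vs model). There, calls were gained at -28.7 (Chao1, salidroside vs model), 0.000189 (Good's coverage, salidroside vs model) and 0.000138 (Good's coverage, hydroxytyrosol vs model). There, directions changed, to 36.1 (Chao1, model vs control), 28 (observed species, model vs control), -0.000222 (Good's coverage, model vs control), 0.262 (Shannon, tyrosol vs model), -7.22 (Chao1, tyrosol vs model), -10 (observed species, tyrosol vs model), 0.0457 (Pielou evenness, tyrosol vs model), 1.26e-05 (Good's coverage, tyrosol vs model), 0.499 (Shannon, hydroxytyrosol vs model), 0.126 (Simpson, hydroxytyrosol vs model) and 0.0821 (Pielou evenness, hydroxytyrosol vs model). The permutation p across the 5 groups rose to 0.713 for Shannon, 0.393 for Simpson and 0.493 for Pielou evenness at genus level. With the chi-square approximation in place of the permutation, the p for Good's coverage was 0.0524.

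For the distances between mice, PERMANOVA of model against control and of salidroside against model kept its side of the threshold under Jaccard distance, square-root shares, genus level and shares of the filtered table. A call was gained for PERMANOVA R2, tyrosol vs model, at 0.134 under Jaccard distance and 0.167 with square-root shares. The difference in distance to the control mice, hydroxytyrosol vs model, was 0.0391 under Jaccard distance, past the threshold and away from the control mice. The difference in distance to the model mice, hydroxytyrosol vs salidroside, gained a call, at 0.0588 under Jaccard distance and 0.0777 with square-root shares. The number of OTUs shared by all groups fell to 70 when an OTU had to be in at least 2 mice of each group.

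Shares of a total depend on what fills it, and most directions that changed belong to comparisons far from the threshold. With Acinetobacter left out of the total, the direction changed, to 10.3 (Firmicutes share, model vs control), -0.000342 (Collinsella share, model vs control), -5.56 (Staphylococcus share, salidroside vs model), -3.13 (Enterococcus share, salidroside vs model), -0.834 (Bacteroidetes share, hydroxytyrosol vs model), -1.57 (Actinobacteria share, hydroxytyrosol vs model), -0.456 (Verrucomicrobia share, hydroxytyrosol vs model), -0.519 (Lactobacillus share, hydroxytyrosol vs model) and -0.453 (Akkermansia share, hydroxytyrosol vs model). Calls were gained there at -17.5 (Proteobacteria share, tyrosol vs model) and -8.29 (Enterococcus share, hydroxytyrosol vs model). Calls were lost at -0.758 (Ruminococcus share, model vs control), 5.04 (Actinobacteria share, tyrosol vs model) and 0.489 (Oscillospira share, hydroxytyrosol vs model). With the genera listed as obligate aerobes left out of the total, the direction changed, to 17.3 (Firmicutes share, model vs control), -1.83 (Proteobacteria share, model vs control), -0.118 (Actinobacteria share, model vs control), 0.158 (Oscillospira share, model vs control), -3.50 (Firmicutes share, salidroside vs model), 2.03 (Proteobacteria share, salidroside vs model), -7.30 (Staphylococcus share, salidroside vs model), -5.19 (Enterococcus share, salidroside vs model), -1.83 (Firmicutes share, hydroxytyrosol vs model), -0.800 (Bacteroidetes share, hydroxytyrosol vs model), 3.13 (Proteobacteria share, hydroxytyrosol vs model), -0.596 (Verrucomicrobia share, hydroxytyrosol vs model), -0.971 (Lactobacillus share, hydroxytyrosol vs model) and -0.594 (Akkermansia share, hydroxytyrosol vs model). Calls were gained there at -14.8 (Proteobacteria share, tyrosol vs model), 2.12 (Actinobacteria share, hydroxytyrosol vs model) and -10.3 (Enterococcus share, hydroxytyrosol vs model). Calls were lost at -0.773 (Ruminococcus share, model vs control) and 0.576 (Oscillospira share, hydroxytyrosol vs model). Leaving abundant genera out of the total raises the share of what remains by construction.

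With mean ranks in place of mean shares, the direction changed, to 1.33 (Verrucomicrobia share, salidroside vs model), -1 (Jeotgalicoccus share, salidroside vs model), -1.33 (Lactobacillus share, salidroside vs model), -0.667 (Staphylococcus share, salidroside vs model), 0.500 (Sporosarcina share, salidroside vs model), -0.667 (Enterococcus share, salidroside vs model), 1.33 (Akkermansia share, salidroside vs model), 2.33 (Sporosarcina share, tyrosol vs model), 0.333 (Ruminococcus share, tyrosol vs model), 1.33 ([Ruminococcus] share, tyrosol vs model), -0.333 (Shigella share, hydroxytyrosol vs model), 1.67 (Ruminococcus share, hydroxytyrosol vs model), 3.67 ([Ruminococcus] share, hydroxytyrosol vs model) and -2 (Kurthia share, hydroxytyrosol vs model). Calls were lost at -3.67 (Ruminococcus share, model vs control) and -3.33 (Enterococcus share, tyrosol vs model). On the log10(percent + 0.01) scale, the direction changed, to -0.00913 (Actinobacteria share, model vs control), 0.294 (Verrucomicrobia share, salidroside vs model), -0.303 (Jeotgalicoccus share, salidroside vs model), -0.164 (Staphylococcus share, salidroside vs model), 0.260 (Sporosarcina share, salidroside vs model), -0.198 (Enterococcus share, salidroside vs model), 0.303 (Akkermansia share, salidroside vs model), 0.0568 (Acinetobacter share, tyrosol vs model), 0.136 ([Ruminococcus] share, tyrosol vs model), 0.0215 (Staphylococcus share, hydroxytyrosol vs model), 0.0952 (Ruminococcus share, hydroxytyrosol vs model), 0.642 ([Ruminococcus] share, hydroxytyrosol vs model) and -0.377 (Kurthia share, hydroxytyrosol vs model). Calls were gained there at 0.601 (listed obligate anaerobe share, hydroxytyrosol vs model). Calls were lost at -0.916 (Ruminococcus share, model vs control), -0.668 (Enterococcus share, tyrosol vs model) and -1.23 (Acinetobacter share, hydroxytyrosol vs model). With 0.001 in place of 0.01 in the logarithm, the direction changed, to -0.00944 (Actinobacteria share, model vs control), 0.362 (Verrucomicrobia share, salidroside vs model), -0.309 (Jeotgalicoccus share, salidroside vs model), -0.165 (Staphylococcus share, salidroside vs model), 0.343 (Sporosarcina share, salidroside vs model), -0.203 (Enterococcus share, salidroside vs model), 0.373 (Akkermansia share, salidroside vs model), 0.0599 (Acinetobacter share, tyrosol vs model), 0.426 (Sporosarcina share, tyrosol vs model), 0.0118 (Ruminococcus share, tyrosol vs model), 0.143 ([Ruminococcus] share, tyrosol vs model), 0.0223 (Staphylococcus share, hydroxytyrosol vs model), 0.275 (Ruminococcus share, hydroxytyrosol vs model), 0.658 ([Ruminococcus] share, hydroxytyrosol vs model) and -0.764 (Kurthia share, hydroxytyrosol vs model). Calls were gained there at 0.603 (listed obligate anaerobe share, hydroxytyrosol vs model). Calls were lost at -1.12 (Ruminococcus share, model vs control), -0.680 (Enterococcus share, tyrosol vs model) and -1.26 (Acinetobacter share, hydroxytyrosol vs model). Ranks and logarithms give less weight to a single mouse with a high share.

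The log2 Firmicutes-to-Bacteroidetes ratio, hydroxytyrosol vs model, was close to 0 and turned to 0.00031 with a pseudocount of 10 and to 0.017 in the even-depth table.

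The number of genera with an adjusted p under 0.05 moved by more than 1.5 times under several settings (model against control mice, and each treatment against model mice). With DESeq2, calls numbered 38 for model, 7 for salidroside, 7 for tyrosol and 13 for hydroxytyrosol. With centred log-ratios and limma, calls numbered 28 for model, 2 for salidroside, 5 for tyrosol and 11 for hydroxytyrosol. Without the filter on low counts, calls numbered 11 for salidroside, 12 for tyrosol and 19 for hydroxytyrosol. With at least 50 counts in at least 4 mice, calls numbered 2 for salidroside, 1 for tyrosol and 3 for hydroxytyrosol. With all 30 mice in one fit, calls numbered 32 for model and 4 for tyrosol. At the level of single ASVs, calls numbered 125 for model, 15 for salidroside, 36 for tyrosol and 95 for hydroxytyrosol. The single genera named from edgeR lost 6 calls and gained 6 over 106 values, the replicate block below included, and changed no direction. For the named taxa whose edgeR fold changes are not reported, 45 in all, 53 of 479 values changed direction, 2 lost a call and 9 gained one.

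The number of taxa from the LEfSe-type analysis moved with its threshold. Above a score of 2.0 it was 25 for control, 18 for model, 7 for salidroside, 17 for tyrosol and 15 for hydroxytyrosol, and above 3.0 it was 15 for control, 7 for model, 12 for tyrosol and 14 for hydroxytyrosol. It was 1 for model with the chi-square form of the Kruskal-Wallis test and 1 for model in the even-depth table. After Benjamini-Hochberg adjustment over the 537 taxa tested it was 0 for control, 0 for salidroside and 2 for hydroxytyrosol, where the unadjusted numbers were 4 for control, 2 for salidroside and 5 for hydroxytyrosol.

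The sample titles number the mice 1 to 6 in every group, and the tables carry other numbers in the model, salidroside and hydroxytyrosol groups. The title numbers were used here, and the other numbering was not tested. Over 92 genera, same-numbered mice deviated together with a correlation over 0.1 in 1 of 6 pairs for model against control, 2 of 6 for salidroside against model, 2 of 6 for tyrosol against model and 0 of 6 for hydroxytyrosol against model, so nothing shows that the numbers pair the mice. With the replicate number as a block, the smallest exact p is 0.03125, and 114 of 141 results kept their side of the threshold. Results no longer past it under the block were -314 for observed species in model against control, -249 for Chao1 in hydroxytyrosol against model, 0.286 for PERMANOVA R2 in model against control, 0.234 for PERMANOVA R2 in hydroxytyrosol against model, 0.206 for distance to the model mice in hydroxytyrosol against tyrosol and -20.5 for Bacteroidetes in model against control. Named here without values, calls were also lost for Ruminococcus, listed obligate aerobe and Clostridium by edgeR in model against control, Actinobacteria, Enterococcus and Christensenella by edgeR in tyrosol against model, Acinetobacter, Oscillospira, listed obligate aerobe, listed facultative anaerobe and Odoribacter by edgeR in hydroxytyrosol against model and Sphingobacterium by edgeR in salidroside against model. Results past it only under the block were 0.129 for PERMANOVA R2 in tyrosol against model, 0.104 for distance to the model mice in hydroxytyrosol against salidroside and -13.9 for Proteobacteria in tyrosol against model, and also Actinobacteria and Enterococcus in hydroxytyrosol against model. The genera called by edgeR with the block numbered 11 in model against control, 1 in salidroside against model, 1 in tyrosol against model and 3 in hydroxytyrosol against model.

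With 1 mouse left out at a time, PERMANOVA R2 kept its side of the threshold in all 48 fits. The ranges over all fits follow for results whose direction changed and for the main results whose call changed, and the cause was not tested. For model against control, Chao1 ran from -416 to -282 and gained a call without control mice 1 and 6. For salidroside against model, Shannon ran from -0.0243 to 0.413 and changed direction without model mouse 6. For tyrosol against model, Shannon ran from -0.242 to 0.137 and changed direction without tyrosol mice 3 and 4 and model mice 1, 2 and 4, and Simpson ran from -0.00425 to 0.0211 and changed direction without tyrosol mice 1 and 5 and model mice 3 and 5. There, Chao1 ran from -6.38 to 108 and changed direction without model mouse 6, and observed species ran from -42.7 to 49.9 and changed direction without tyrosol mice 2 and 5 and model mice 2 and 6. There, Pielou evenness ran from -0.0211 to 0.00999 and changed direction without tyrosol mice 3 and 4 and model mice 1 and 2. For hydroxytyrosol against model, Shannon ran from -1.02 to -0.527 and gained a call without hydroxytyrosol mouse 2 and model mouse 6, and Chao1 ran from -321 to -207 and lost its call without hydroxytyrosol mice 1, 3, 4, 5 and 6 and model mice 1, 3, 4 and 5. There, observed species ran from -261 to -167 and gained a call without hydroxytyrosol mouse 2 and model mouse 6, and Pielou evenness ran from -0.0784 to -0.0352 and gained a call without hydroxytyrosol mouse 2.

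Distances and the Firmicutes-to-Bacteroidetes ratio with 1 mouse left out follow. For salidroside against model, distance to the control mice ran from -0.0173 to 0.0219 and changed direction without salidroside mice 3 and 4, model mice 1, 3, 4 and 5 and control mouse 6, and log2 Firmicutes-to-Bacteroidetes ratio ran from -0.74 to 0.91 and changed direction without salidroside mouse 3 and model mouse 3. For tyrosol against model, distance to the control mice ran from -0.00986 to 0.0222 and changed direction without tyrosol mouse 6, model mice 1, 3, 4 and 5 and control mouse 6, and log2 Firmicutes-to-Bacteroidetes ratio ran from -0.46 to 0.78 and changed direction without tyrosol mice 1 and 6 and model mouse 3. For hydroxytyrosol against model, distance to the control mice ran from -0.0230 to 0.0339 and changed direction without hydroxytyrosol mouse 5 and control mouse 6, and log2 Firmicutes-to-Bacteroidetes ratio ran from -0.56 to 0.42 and changed direction without hydroxytyrosol mice 1 and 6 and model mice 4, 5 and 6. For model against control, log2 Firmicutes-to-Bacteroidetes ratio ran from 2.32 to 3.31 and lost its call without model mice 4, 5 and 6 and control mice 2, 3 and 4.

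Differences in mean share with 1 mouse left out are in percentage points. For model against control, Firmicutes ran from -21.0 to -6.55 and gained a call without model mouse 6, and Bacteroidetes ran from -24.7 to -16.8 and lost its call without model mice 1, 2, 3, 4, 5 and 6. There, Proteobacteria ran from 24.1 to 40.1 and gained a call without control mouse 6, and Actinobacteria ran from -0.108 to 0.388 and changed direction without model mice 4 and 5 and control mouse 1. There, Collinsella ran from -0.000598 to 0.000996 and changed direction without model mouse 6. For salidroside against model, Verrucomicrobia ran from -0.486 to 0.759 and changed direction without salidroside mice 3, 5 and 6 and model mouse 1, and Staphylococcus ran from -1.91 to 1.59 and changed direction without salidroside mouse 3. There, Sporosarcina ran from -6.90 to 4.73 and changed direction without model mouse 6, and Enterococcus ran from -1.15 to 1.51 and changed direction without salidroside mice 5 and 6 and model mice 1, 3 and 4. There, [Ruminococcus] ran from -2.53 to 0.225 and changed direction without model mouse 6, and Akkermansia ran from -0.485 to 0.760 and changed direction without salidroside mice 3, 5 and 6 and model mouse 1. There, Kurthia ran from -0.155 to 0.00413 and changed direction without model mouse 1. For tyrosol against model, Bacteroidetes ran from -0.0965 to 0.611 and changed direction without tyrosol mouse 4, and Verrucomicrobia ran from -0.382 to 0.992 and changed direction without tyrosol mice 1 and 4 and model mice 2, 3, 4 and 5. There, Acinetobacter ran from -16.9 to 2.99 and changed direction without tyrosol mouse 6, and Lactobacillus ran from -0.667 to 0.00118 and changed direction without tyrosol mouse 4. There, Sporosarcina ran from -8.30 to 0.0827 and changed direction without model mouse 6, and Shigella ran from -0.688 to 0.265 and changed direction without tyrosol mice 1, 2, 3 and 6 and model mouse 3. There, [Ruminococcus] ran from -1.94 to 0.811 and changed direction without model mouse 6, and Akkermansia ran from -0.381 to 0.993 and changed direction without tyrosol mice 1 and 4 and model mice 2, 3, 4 and 5. For hydroxytyrosol against model, Proteobacteria ran from -39.4 to -24.2 and gained a call without hydroxytyrosol mouse 1 and model mouse 6, and Verrucomicrobia ran from -0.0741 to 1.21 and changed direction without hydroxytyrosol mouse 4 and gained a call without model mouse 1. There, Staphylococcus ran from -1.28 to 0.346 and changed direction without model mouse 2, and Sporosarcina ran from -6.48 to 7.60 and changed direction without hydroxytyrosol mouse 4 and model mice 1, 2, 3, 4 and 5. There, Ruminococcus ran from -0.0320 to 0.0102 and changed direction without model mouse 1, and [Ruminococcus] ran from -0.565 to 2.19 and changed direction without hydroxytyrosol mice 1, 2, 3 and 6 and model mouse 6. There, Akkermansia ran from -0.0730 to 1.22 and changed direction without hydroxytyrosol mouse 4 and gained a call without model mouse 1, and Kurthia ran from -0.167 to 1.88 and changed direction without hydroxytyrosol mouse 2.

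With groups of 5 and 6, the two-sided exact test also counts splits that put a few high mice into the smaller group. Beside it, the doubled one-sided exact p was computed, chosen after the results were seen and equal to the two-sided p for 6 and 6. In model against control mice, calls for Bacteroidetes, Akkermansia, Verrucomicrobia and [Ruminococcus] (each mouse of the lower group) and Enterococcus (5 control mice) were lost in the two-sided test only, as was Collinsella in salidroside mice (6 model mice). Calls were gained in the two-sided test only for Firmicutes, Chao1 and listed obligate anaerobes in model against control and for Enterococcus in hydroxytyrosol mice. By the doubled p, calls were lost in 8 of 12 fits for Ruminococcus in model against control, 10 of 12 for Enterococcus in tyrosol and 10 of 12 for Chao1 in hydroxytyrosol mice. By edgeR, unclassified Enterococcaceae lost its call in 5 of 12 fits and Odoribacter in 6 of 12. Calls were gained without at least 1 mouse for Acinetobacter, listed facultative anaerobes and Enterococcus by edgeR in model against control, listed aerobes in salidroside, listed obligate anaerobes in tyrosol, and Lactobacillus, Firmicutes and listed obligate anaerobes in hydroxytyrosol mice.

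The number of genera called by edgeR also moved with 1 mouse left out. For model against control, the number ran from 10 to 34 and moved by more than 1.5 times without control mice 2, 4 and 6. For salidroside against model, the number ran from 2 to 4 and moved by more than 1.5 times without salidroside mice 3, 4, 5 and 6 and model mice 2, 4 and 6. For tyrosol against model, the number ran from 2 to 5 and moved by more than 1.5 times without model mouse 6. For hydroxytyrosol against model, the number ran from 1 to 11 and moved by more than 1.5 times without hydroxytyrosol mice 1, 2, 4 and 6 and model mice 2, 3, 4, 5 and 6.

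At this depth a count of 0 allows a share of up to 0.00717% in the shallowest mouse and 0.00281% in the deepest, by the rule that 3 counts are allowed where 0 are seen. Collinsella, Fusobacterium and Sporosarcina at or under 3 counts in a mouse are therefore not told apart from absence.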

Differences from the paper's values

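The alternatives named here were set before the data were examined, except the chi-square approximation for the test across the 5 groups and the indices at genus level, which were chosen after seeing the values.

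The number of taxa from the LEfSe-type analysis with a score above 4.0 was lower than the number the paper's text gives in each group. It was 4 for control mice against the paper's 14, 2 for model mice against the paper's 16, 2 for salidroside against the paper's 7, 5 for tyrosol against the paper's 16 and 5 for hydroxytyrosol against the paper's 15. With a score above 2.0 the numbers were 25 for control, 18 for model, 7 for salidroside, 17 for tyrosol and 15 for hydroxytyrosol mice. Those for salidroside and hydroxytyrosol equal the paper's, and the others are higher. With a score above 3.0 they were 15 for control, 7 for model, 2 for salidroside, 12 for tyrosol and 14 for hydroxytyrosol mice. None equals the paper's number. That for control mice is higher, and the others are lower. The chi-square p-values gave 4, 1, 2, 5 and 5 in the order control, model, salidroside, tyrosol, hydroxytyrosol. The rarefied table gave 4, 1, 2, 4 and 5, and the unfiltered table 4, 2, 2, 5 and 5. Adjustment over the taxa gave 0, 2, 0, 4 and 2. All of these lie below the paper's numbers. Supplementary Figure S7 of the paper, read by eye, also has bars below 4.0. Its bars above 4.0 number about 4, about 2, about 2, about 5 and about 5 in the same order, which are the numbers found here, and they carry the same 18 taxa. In all, 106 of the 537 taxa had an unadjusted permutation p under 0.05.

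The first PCoA axis held 26.5% of the variation, against about 15% in Supplementary Figure S6A of the paper, read by eye, and the second axis 17.3% against about 10% there. With Jaccard distance they held 11.0% and 8.87%, each below the paper's value but nearer to it. With square-root shares they held 19.2% and 16.4%, each nearer to the paper's value but still above it. Genus level (36.3% and 20.8%) and shares of the filtered table (26.5% and 17.4%) came no nearer.

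The p-values across the 5 groups are compared with Supplementary Figure S5 of the paper, read by eye, and those given here are permutation p-values of the Kruskal-Wallis statistic unless named otherwise. For Simpson's index the permutation p was 0.011 against the paper's about 0.023. Rarefying to 10000 counts gave 0.0215, and the chi-square approximation, chosen after seeing the values, gave 0.0200. These came nearest to the paper's value. Permutation p-values from the filtered table (0.0131), the unfiltered table (0.0105) and genus level (0.393, also added) lay farther from it. For the Shannon index it was 0.00193 against the paper's about 0.0059, and for Pielou evenness 0.00336 against about 0.0086. The alternatives set before all gave permutation p-values below the paper's. For Shannon they were 0.00155, 0.00178 and 0.00248 in the filtered table, the unfiltered table and after rarefying to 10000 counts. For Pielou evenness they were 0.0037, 0.00304 and 0.0039 in the same order. The chi-square approximation, chosen after seeing the values, gave 0.00674 and 0.00919, each above the paper's value but nearer to it. Genus level (permutation p = 0.713 and 0.493) lay farther away. For observed species the permutation p was 0.00415 against about 0.0065, and for Good's coverage 0.0414 against about 0.024. No alternative gave the paper's values. For observed species the permutation p was 0.00313, 0.0114, 0.00333 and 0.02401 in the filtered table, the unfiltered table, after rarefying and at genus level. For Good's coverage it was 0.00066, 0.0092, 0.00252 and 0.00132 in the same order. The chi-square approximation gave 0.00996 for observed species and 0.0524 for Good's coverage.

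The paper states that the 3 compounds affect richness, hydroxytyrosol most. Here salidroside and tyrosol mice did not differ from model mice in Chao1 or observed species, except at genus level, added after seeing the data, where Chao1, salidroside vs model, was -28.7 (exact permutation test, p = 0.0043), and -18.5 without model mouse 2 (exact permutation test, p = 0.0087). At the level of ASVs, hydroxytyrosol mice had the lowest richness, below model mice and farther from control mice, with an adjusted p of 0.229 for Chao1 (exact permutation test, difference -249, higher in 4 of 36 pairs). Their observed species differed by -202 (exact permutation test, p = 0.067), past the threshold in the filtered table without rarefying (observed species, hydroxytyrosol vs model, -278.5, exact permutation p = 0.026) and without hydroxytyrosol mouse 2 or model mouse 6. At genus level, mean Chao1 was 109 in control, 145 in model, 117 in salidroside, 138 in tyrosol and 124 in hydroxytyrosol mice. There the 3 treated groups lay between model and control mice, and hydroxytyrosol mice were not the lowest. The paper states a partial recovery of the composition by the treatments. Here the mean distance to the control mice was 0.879 for model mice and 0.882, 0.882 and 0.894 for salidroside, tyrosol and hydroxytyrosol mice, so none lay nearer to the control mice over all 30 mice. The first PCoA axis alone calls a shift towards the control mice for hydroxytyrosol (mean -0.192, against 0.213 in model and -0.167 in control mice, difference from model -0.405, exact permutation test, p = 0.024), and not for salidroside (-0.190, p = 0.290) or tyrosol (-0.0898, p = 0.613, exact permutation test). On the second axis the hydroxytyrosol mean was 0.0955, that of model mice 0.0549 and that of control mice -0.359. The control mice lay 0.774 from one another, and Bray-Curtis distances end at 1, which leaves little room for differences. Without control mouse 6 the direction changed for all 3 treatments, to -0.0173 (distance to the control mice, salidroside vs model), -0.00582 (distance to the control mice, tyrosol vs model) and -0.0230 (distance to the control mice, hydroxytyrosol vs model), none past the threshold (exact permutation test, p = 0.422, 0.643 and 0.301). Leaving out other single mice also changed it, as listed with the alternatives. Of the settings run, 1 put a difference past the threshold, the Jaccard distance for distance to the control mice, hydroxytyrosol vs model, at 0.0391, which is away from the control mice.

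The paper names "Amoebacteria" beside Proteobacteria as the largest phyla in each group. No phylum of that name is in the taxonomy, and Firmicutes held the largest or second-largest mean share in every group. It states that the diet lowers Firmicutes and raises Proteobacteria. Here Firmicutes differed by -11.5 percentage points (exact permutation test, p = 0.366), and 1 setting called it, leaving out model mouse 6, in the two-sided test only. The direction changed with Acinetobacter left out of the total (Firmicutes share, model vs control, 10.3) and with the listed aerobes left out (17.3). Proteobacteria differed by 30.4 (exact permutation test, p = 0.117), and leaving out control mouse 6 called it. With the listed aerobes left out of the total the direction changed (Proteobacteria share, model vs control, -1.83). Acinetobacter is then left out of the phylum as well, so this value concerns the remaining Proteobacteria only. Shigella, which the paper does not list among the most abundant genera, comes after Acinetobacter and Jeotgalicoccus over the 30 mice here with 6.38%, above Lactobacillus with 5.73%.

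The paper states that salidroside and hydroxytyrosol raise Lactobacillus and that tyrosol and hydroxytyrosol lower Enterococcus. Here the Lactobacillus difference was 6.69 percentage points for salidroside (exact permutation test, p = 0.444), called under no setting, with the direction reversed for mean ranks. It was 2.05 for hydroxytyrosol (exact permutation test, p = 0.093), called without hydroxytyrosol mouse 2 or mouse 5, with the direction reversed when Acinetobacter (Lactobacillus share, hydroxytyrosol vs model, -0.519) or the listed aerobes (-0.971) were left out of the total. The Enterococcus difference for hydroxytyrosol was -2.84 (exact permutation test, p = 0.102). It passed the threshold with Acinetobacter left out of the total (Enterococcus share, hydroxytyrosol vs model, -8.29, exact permutation p = 0.037), with the listed aerobes left out (-10.3, exact permutation p = 0.026), with permutations within replicate numbers (exact permutation p = 0.031, the smallest possible there), and, in the two-sided test only, without model mouse 1 or model mouse 4.

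The paper states that tyrosol raises Staphylococcus and lowers Sporosarcina, and that hydroxytyrosol raises Shigella. None of these was past the threshold here under any setting run. The differences were 7.36 percentage points for Staphylococcus (exact permutation test, p = 0.266), -6.90 for Sporosarcina (exact permutation test, p = 0.976) and 18.8 for Shigella (exact permutation test, p = 0.433). It states that the 3 treatments raise Jeotgalicoccus and lower Acinetobacter. The Jeotgalicoccus differences were 6.56, 7.10 and 14.9 (exact permutation test, p = 0.450, 0.288 and 0.177 for salidroside, tyrosol and hydroxytyrosol), and Acinetobacter was past the threshold for hydroxytyrosol only.

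The paper states that the 3 treatments lower Proteobacteria and raise Actinobacteria. No difference in Proteobacteria was past the threshold (-20.9, -13.9 and -30.2 for salidroside, tyrosol and hydroxytyrosol, exact permutation test, p = 0.271, 0.381 and 0.097). The tyrosol difference passed it with Acinetobacter left out of the total (Proteobacteria share, tyrosol vs model, -17.5), with the listed aerobes left out (-14.8) and with permutations within replicate numbers, and the hydroxytyrosol difference without hydroxytyrosol mouse 1 or model mouse 6. With the listed aerobes left out, the direction changed for salidroside (Proteobacteria share, salidroside vs model, 2.03) and hydroxytyrosol (Proteobacteria share, hydroxytyrosol vs model, 3.13). Proteobacteria shares without Acinetobacter or the aerobes concern the remaining Proteobacteria only, since Acinetobacter is then left out of the phylum too. Actinobacteria were higher past the threshold for tyrosol (3.09, exact permutation test, p = 0.011), a call lost with Acinetobacter left out (Actinobacteria share, tyrosol vs model, 5.04, exact permutation p = 0.0628) and with permutations within replicate numbers. For hydroxytyrosol (1.28, exact permutation test, p = 0.162) they were so with the listed aerobes left out of the total (Actinobacteria share, hydroxytyrosol vs model, 2.12) and with permutations within replicate numbers, and the direction changed with Acinetobacter left out (-1.57). For salidroside (1.92, exact permutation test, p = 0.245) they were so under no setting.

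The paper ranks the effect of tyrosol on the microbiota far below that of salidroside and that of hydroxytyrosol above both. The mean distance to the model mice, which grows with the spread inside a group as well as with a shift and was 0.623 among the model mice themselves, was larger for salidroside than for tyrosol by 0.102 (exact permutation test, p = 0.229). For hydroxytyrosol it was larger than for tyrosol by 0.206 (exact permutation test, p = 0.022) and than for salidroside by 0.104 (exact permutation test, p = 0.177). The last passed the threshold in 3 settings, Jaccard distance (distance to the model mice, hydroxytyrosol vs salidroside, 0.0588), square-root shares (0.0777) and permutations within replicate numbers. The PERMANOVA R2 against model mice was 0.123 for salidroside, 0.129 for tyrosol and 0.234 for hydroxytyrosol. The paper states little effect of tyrosol on beneficial and pathogenic bacteria. Of 14 genera, the 13 it names and [Ruminococcus], 3 differed between tyrosol and model mice at an unadjusted p under 0.05 in exact permutation tests, 1 of them (Enterococcus) not without any 1 of the 6 tyrosol mice, and 1 for salidroside.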

Other observations

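In this part, the counts over other splits of the mice, the tests of Collinsella at even depth and of its carry-over above 1%, the test of Bacteroidetes ASVs per genus, the values without model mouse 2, the test of the Acinetobacter share for ASVs in hydroxytyrosol mice and the test of aerobe and anaerobe shares were chosen only after the results were seen. The number of genera past an adjusted p of 0.05 in edgeR was compared with 100 of the 462 splits of the 12 mice, the real one included. For model against control mice, 1 of 100 splits gave as many as the real 17 genera, and the highest other split gave 11. For salidroside, 1 of 100 splits gave as many as the real 4 genera (highest other split 2), and for hydroxytyrosol 2 of 100 gave as many as the real 5 (highest other split 10). For tyrosol, 5 of 100 splits gave at least the real 2 genera (highest other split 3), so this number is not separated from what other groupings of the same mice give.

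Collinsella was found in all 18 treated mice, at 0.0523% to 9.40% (median 2.50), with more than 1% in 13 of them. Among the 12 control and model mice, 2 held any count, with at most 6. It is listed as 39 ASVs, and 99.3% of its counts are in 1 of them. At even depth the lowest treated mouse had 21 counts and the highest control or model mouse 4, which argues against deeper libraries in the treated mice. A common source of the treated mice, such as a cage, a supplier or a processing batch, would be predicted to separate more ASVs than other splits of the 5 groups. The split of control and model against the 3 treated groups separated 13 of 309 ASVs with an area under the curve of at least 0.9, and the next of the 9 other splits separated 3. All 13 were higher in treated mice. A common source and an effect that the 3 compounds share predict this pattern alike and cannot be told apart here, because neither cage nor batch is given. Carry-over between treated libraries moves every ASV of its source alike, so it was tested on the 10 other ASVs at least as abundant as the main Collinsella ASV. The median treated share of the Collinsella ASV was 26.8% of its highest share. For the 10 others this value had a median of 2.54% and was at most 23.9%. Salidroside mouse 4 held the most Collinsella and 10 other ASVs at 1% or more. In each of the 12 other mice with more than 1% Collinsella, at least 2 of these 10 lay more than 10-fold under the share that the same rate would bring. This argues against carry-over as the cause of the shares above 1%. For the 5 treated mice under 1%, carry-over cannot be told apart from a wide spread of abundant bacteria, because the 10 other ASVs were found in a median of 16.5 of 18 treated mice.

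Model mice had fewer ASVs but more genera than control mice. At genus level, observed species, model vs control, differed by 28 (exact permutation test, p = 0.0087), where ASVs differed by -314. Genera here include counts without a genus name, kept under their family. Model mouse 2 held 185 genera and the other model mice 109 to 131, and without it the difference was 17.6 (exact permutation test, p = 0.0087). Named genera alone averaged 72.8 in model and 53.8 in control mice at one depth, with 107 in model mouse 2. The Bacteroidetes of control mice held 419 ASVs per mouse and those of model mice 50.0, with 345 and 17.3 in the family S24-7. Without Bacteroidetes and at one depth of 25405 counts, the difference in ASVs was 17.8 (exact permutation test, p = 0.853). That follows from where the missing ASVs lie and does not separate fewer Bacteroidetes reads from fewer ASVs per genus. With the Bacteroidetes counts alone brought to one depth of 351, control mice held 8.30 ± 2.83 (SD over 6 mice) Bacteroidetes ASVs per genus and model mice 3.49 ± 0.804. The difference was -4.81 (exact permutation test, p = 0.0022, the smallest possible, model mice higher in 0 of 36 pairs), as many ASVs per genus in the Bacteroidetes of control mice would give. Most Bacteroidetes ASVs of control mice lay in the family S24-7. The ratio therefore also depends on the share of that family and on how it is divided into genera, which was not tested. How much of the -314 comes from more ASVs per genus and how much from fewer Bacteroidetes reads was not separated. A part played by ASVs per genus remains a hypothesis found and tested on the same mice. Without Acinetobacter and at one depth of 16047 counts, the difference was -170 (exact permutation test, p = 0.0823). It kept its direction and lost the threshold, with fewer counts per mouse, so a part played by Acinetobacter filling the counts cannot be told apart from none. The removal of chimeric reads differed between the groups, with 34.7% ± 5.67 (SD, n = 6) of merged reads lost in control and 19.1% ± 7.01 in model mice (difference -15.6, exact permutation test, p = 0.0043). Within groups, the loss and the number of ASVs had a Pearson r of 0.246 (permutation test, p = 0.193, adjusted p = 0.386 over 2 relations, Spearman rho 0.211, r of 0.181 without the 2 mice farthest from the median loss). The slope predicts -98.7 of the -314 ASVs. Against model mice, the loss was higher by 9.76 percentage points in salidroside mice (exact permutation test, p = 0.0087). It was higher by 6.93 in hydroxytyrosol mice (exact permutation test, p = 0.182) and by 1.31 in tyrosol mice (exact permutation test, p = 0.755). The ASV differences from model mice, -75 and -202, go against the slope for salidroside and hydroxytyrosol. The 15 for tyrosol goes with it. A part played by chimera removal cannot be told apart from none, because the relation is weak at 30 mice and the loss differs between the groups.

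Hydroxytyrosol mice had fewer ASVs than model mice also without Acinetobacter, by a difference of -144.5 (exact permutation test, p = 0.067), and without Bacteroidetes, by -200 (exact permutation test, p = 0.043). Acinetobacter filling the counts would predict a larger Acinetobacter share in hydroxytyrosol mice than in model mice. The share was lower, by a difference of -42.3 percentage points (exact permutation test, p = 0.026, higher in 5 of 36 pairs), which argues against that explanation, and with logarithms of the shares or permutations within replicate numbers the difference was negative but not past the threshold. An effect of the compound stays open and was not separated from cage.

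Genera listed beforehand as obligate aerobes held 24.6% ± 25.3 (SD, n = 6) of the counts in control, 66.2% ± 16.7 in model, 39.0% ± 25.3 in salidroside, 50.4% ± 29.0 in tyrosol and 22.9% ± 24.9 in hydroxytyrosol mice. The difference between model and control mice was 41.7 percentage points (exact permutation test, p = 0.013, adjusted p = 0.0693 over 12 comparisons, higher in 33 of 36 pairs). Against model mice it was -27.2 in salidroside (exact permutation test, p = 0.063), -15.8 in tyrosol (exact permutation test, p = 0.290) and -43.3 in hydroxytyrosol mice (exact permutation test, p = 0.0152, adjusted p = 0.0693, higher in 4 of 36 pairs). Genera listed as facultative anaerobes differed by -11.5 between model and control mice (exact permutation test, p = 0.104), and against model mice by 15.3 (p = 0.247), 12.5 (p = 0.379) and 34.4 (p = 0.0173, adjusted p = 0.0693, higher in 31 of 36 pairs) in salidroside, tyrosol and hydroxytyrosol mice by exact permutation test. Genera listed as obligate anaerobes differed by -18.4 between model and control mice (exact permutation test, p = 0.102), and against model mice by 6.29 (p = 0.251), 5.45 (p = 0.186) and 9.81 (p = 0.0758) in the same order by exact permutation test. After adjustment, 0 of the 12 comparisons were under 0.05, and 3 were before.

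Feces that stood before freezing are a technical explanation for a high share of obligate aerobes. Growth of oxygen-using bacteria after collection would be predicted to leave the make-up of the other counts unchanged, so that the anaerobe share of these other counts does not follow the aerobe share within groups. Their Pearson r within groups was -0.153 (permutation test, p = 0.461, Spearman rho -0.12, r of -0.103 without the 2 mice farthest from the median aerobe share). The absence of a relation is what both growth in standing feces and an unrelated change in the gut would give, so they cannot be told apart here, and no time from collection to freezing per mouse was used here. The paper states that fresh stool was snap-frozen.

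Acinetobacter was lower and Jeotgalicoccus higher on average in treated than in model mice. Since shares sum to a whole, a fall of Acinetobacter raises the share of every other genus. Over the counts other than Acinetobacter, the difference in Jeotgalicoccus from model mice was 3.66, 8.59 and 11.2 percentage points for salidroside, tyrosol and hydroxytyrosol, and the smallest p of the 3 was 0.130 (exact permutation test). All are positive and within the spread between mice. Whether Jeotgalicoccus rises on its own cannot be told apart from a rise that follows from Acinetobacter, because the spread between mice is large.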
